# Targeting pancreatic cancer metabolic dependencies through glutamine antagonism

**DOI:** 10.1038/s43018-023-00647-3

**Published:** 2023-10-09

**Authors:** Joel Encarnación-Rosado, Albert S. W. Sohn, Douglas E. Biancur, Elaine Y. Lin, Victoria Osorio-Vasquez, Tori Rodrick, Diana González-Baerga, Ende Zhao, Yumi Yokoyama, Diane M. Simeone, Drew R. Jones, Seth J. Parker, Robert Wild, Alec C. Kimmelman

**Keywords:** Cancer metabolism, Pancreatic cancer, Cancer therapy, Cancer

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) cells use glutamine (Gln) to support proliferation and redox balance. Early attempts to inhibit Gln metabolism using glutaminase inhibitors resulted in rapid metabolic reprogramming and therapeutic resistance. Here, we demonstrated that treating PDAC cells with a Gln antagonist, 6-diazo-5-oxo-l-norleucine (DON), led to a metabolic crisis in vitro. In addition, we observed a profound decrease in tumor growth in several in vivo models using sirpiglenastat (DRP-104), a pro-drug version of DON that was designed to circumvent DON-associated toxicity. We found that extracellular signal-regulated kinase (ERK) signaling is increased as a compensatory mechanism. Combinatorial treatment with DRP-104 and trametinib led to a significant increase in survival in a syngeneic model of PDAC. These proof-of-concept studies suggested that broadly targeting Gln metabolism could provide a therapeutic avenue for PDAC. The combination with an ERK signaling pathway inhibitor could further improve the therapeutic outcome.

## Abstract (web summary)

Kimmelman and colleagues show that inhibition of glutamine (Gln) metabolism using a Gln antagonist decreases pancreatic cancer tumor growth, but is compensated by upregulation of extracellular signal-regulated kinase signaling, which can be co-targeted.

## Main

Pancreatic ductal adenocarcinoma (PDAC) has a poor prognosis, with a 5-year overall survival rate of approximately11%^1,2^. A key feature associated with this poor prognosis is the complex tumor microenvironment (TME) in which these tumors develop^3^. The PDAC TME consists of a dense fibrous stroma (desmoplasia) and heterogeneous cellular populations (for example, cancer-associated fibroblasts, neurons)^4^. These factors, along with poor vascular perfusion, reduce nutrient accessibility, promote intratumoral hypoxia and decrease the infiltration of immune cells. Many studies demonstrated that PDAC cells thrive in the austere TME by reprogramming their metabolism and relying on scavenging pathways (for example, autophagy, macropinocytosis)^5^. Despite advances in the past decade regarding fuel source use and the dynamic metabolism of PDAC, we have not yet effectively translated this knowledge into clinically relevant therapeutic interventions.

Glutamine (Gln) has pleiotropic roles in cellular metabolism^6^. For example, the carbon skeleton of Gln contributes to the tricarboxylic acid (TCA) cycle intermediates. This process is mediated by glutaminase (GLS), which converts Gln into glutamate (Glu). Gln-derived Glu is further converted into α-ketoglutarate (AKG) by the activity of Glu dehydrogenase or by transaminase activity (for example, aspartate transaminase, glutamate oxaloacetate transaminase 1 (GOT1) and GOT2). AKG is further used to generate other TCA cycle intermediates, lipids and reducing equivalents^7,8^. The amide nitrogen of Gln supplies nitrogen for the biosynthesis of several metabolites, including amino acids, hexosamines and nucleotides^9^. Previous work from our group demonstrated that PDAC cells preferentially metabolize Gln through the activity of the transamination reactions of GOT1 and GOT2 to maintain nicotinamide adenine dinucleotide phosphate and nicotinamide adenine dinucleotide pools, supporting tumor growth and redox balance^10,11^.

To target this metabolic dependency, we previously tested GLS inhibition in pancreatic cancer models^12^. While GLS inhibition transiently reduced cellular proliferation in vitro, it was ineffective across multiple in vivo PDAC models. Resistance was driven by a global metabolic rewiring, resulting in changes in fuel source use and downstream metabolic fluxes^12^. We hypothesized that inhibiting Gln metabolism more broadly may improve efficacy and prevent the rapid metabolic rewiring that leads to resistance. Using a Gln analog, such as 6-diazo-5-oxo-l-norleucine (DON), which covalently and irreversibly binds to Gln-metabolizing enzymes will broadly inhibit Gln metabolism, in contrast to GLS inhibition, which only blocks the use of Gln-derived Glu. DON specifically inhibits Gln from being used to generate hexosamine (through glutamine-fructose-6-phosphate transaminase), purines (amidophosphorybosyl transferase or formylglycinamide ribonucleotide amidotransferase), pyrimidine and Glu^13,14^. DON was tested in patients with cancer; however, those studies failed because of the poor pharmacological properties and gastrointestinal toxicities^15^ of the drug. To overcome these limitations, recent efforts led to the creation of sirpiglenastat (DRP-104), a pro-drug version of DON that circumvents the toxicities of DON while retaining the covalent and irreversible properties of DON^16–19^. Early-phase clinical trials are examining the efficacy of DRP-104 as a single agent or in combination with immune checkpoint inhibitors for non-small cell lung cancer and squamous cell carcinoma of the head and neck (ClinicalTrials.gov registration: NCT04471415)^20^.

In this study, we demonstrated that both DON and DRP-104 caused a metabolic crisis in PDAC by globally impairing Gln metabolism, resulting in a significant decrease in proliferation. In addition, we observed a significant reduction in tumor growth in several in vivo PDAC models using DRP-104 as a monotherapy. Analysis of DRP-104-treated tumors demonstrated an increase in extracellular signal-regulated kinase (ERK) signaling. Mechanistically, we found that ERK signaling was increased as a compensatory mechanism through the upregulation of several receptor tyrosine kinase (RTK) receptors, such as Axl and members of the ErbB family. Combinatorial treatment with DRP-104 and trametinib (an MAP kinase (MAPK)/ERK kinase 1 and 2 inhibitor) led to an increase in survival in a syngeneic PDAC model. These preclinical results suggest that broadly targeting Gln metabolism could provide an alternative therapeutic avenue for PDAC.

## Results

### DON creates a metabolic crisis in pancreatic cancer

We hypothesized that the broad antagonism of Gln use with DON might increase efficacy in PDAC compared to previous efforts to target Gln metabolism in PDAC tumors (Fig. 1a). To test this hypothesis, we first examined the role of DON using a panel of PDAC lines derived from human or mouse (KPC-LSL*Kras*^G12D/+^; *Trp53*^L/+^; *P48*^Cre^). We first demonstrated that DON treatment led to a significant decrease in cellular proliferation across several PDAC tumors (Fig. 1b and Extended Data Fig. 1a–h). This reduction in proliferation was mitigated at higher doses of Gln, which is consistent with previous reports (Extended Data Fig. 1g)^19^. To investigate if this decrease in cellular proliferation was due to a disruption of metabolic homeostasis, we assessed mitochondrial function by measuring the oxygen consumption rate (OCR) in several PDAC lines in the presence or absence of DON. Strikingly, DON treatment significantly reduced OCR levels, indicating decreased oxidative phosphorylation (Fig. 1c). Indeed, we observed that this decrease in OCR was achieved within a short incubation time, suggesting that it is independent of proliferation (Extended Data Fig. 2a,b). Tracing studies using U-^13^C_5_-Gln demonstrated a significant decrease in both the labeled fraction and total pool sizes of TCA cycle intermediates. The reduction in the M3 fraction of AKG and Glu suggested that the TCA cycle is defective (Extended Data Fig. 2c). More importantly, these data indicated that DON-treated cells are unable to effectively compensate for the suppression of mitochondrial metabolism with other fuel sources, such as glucose as observed in the M0 fraction of Glu and other TCA intermediates (Extended Data Fig. 2c). Furthermore, we observed a reduction in the total levels of AKG and other Gln-related metabolites in several PDAC cell lines (Fig. 1d, Extended Data Fig. 2c–e and Extended Data Fig. 4a–d).

**Fig. 1:**
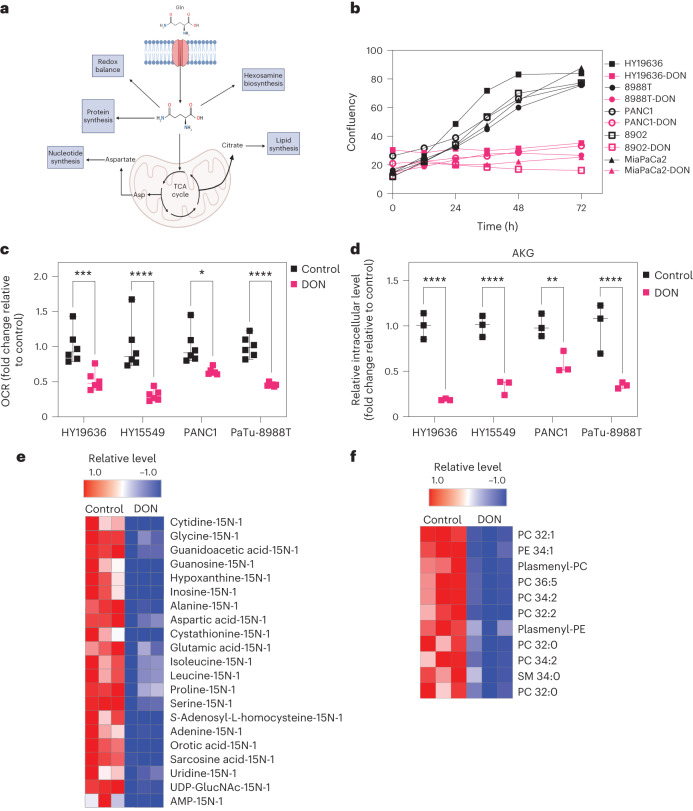
DON creates a metabolic crisis in pancreatic cancer. **a**, As Gln has pleiotropic roles in cellular metabolism, we hypothesized that using a broad-acting Gln antagonist, such as DON or DRP-104, could prevent the rapid metabolic adaptation seen in these tumors. Diagram created with Biorender.com. **b**, Panel of human and murine PDAC cell lines treated with DON (25 µM) for 72 h. Data are displayed as confluency. Data are displayed as the mean of *n* = 3 biological replicates per condition per cell line. **c**, Basal OCR was decreased in mouse (HY19636, HY15549) and human (PANC1, PaTu-8988T) PDAC cells on DON treatment. HY19636, ***P = 0.0003; HY15549, ****P < 0.0001; PANC1, *P = 0.0106; PaTu-8988T, ****P < 0.0001. Statistics were derived from *n* = 6 samples per condition from two independent experiments (three samples per experiment). Data are shown as the mean ± s.e.m. of *n* = 6 biological replicates per condition. Significance was determined using a two-way analysis of variance (ANOVA) using a Holm-Šídák’s multiple comparisons test. *P = 0.0106, ****P < 0.0001. **d**, Total pool size of intracellular AKG in PDAC cells in the presence or absence of DON (25 µM) in HY19636, HY15549, PANC1 and PaTu-8988T cells. Data were obtained using gas chromatography–mass spectrometry (GC–MS) and normalized to an internal standard (norvaline) and cell number. Statistics were derived from a representative experiment with *n* = 3 independent samples per condition. The GC–MS experiment was performed twice with similar results. Data are shown as the mean ± s.e.m. of *n* = 3 replicates. Significance was determined using a two-way ANOVA with a Holm-Šídák’s multiple comparisons test. **P = 0.0071, ****P < 0.0001. **e**, Isotopolog abundance in cells labeled with ^15^N-Gln after DON treatment in HY19636 cells. All the metabolites in this heatmap have a statistical significance of at least *P* < 0.05. Significance was determined using the Wald test (DESeq2) corrected for multiple comparisons. The columns are biological replicates in triplicate and the rows represent metabolites. Red indicates the maximum level (1.0) and blue is lower (−1.0) than the mean for each metabolite between control and DON treatment. **f**, Relative lipid levels in cells treated with DON after 24 h. All the lipids presented in this heatmap have a statistical significance of at least *P* < 0.005. Significance was determined using the Wald test corrected for multiple comparisons. Columns are biological replicates in triplicate; rows represent metabolites. Red indicates the maximum level (1.0); blue is lower (−1.0) relative to the mean for each metabolite between control and DON treatment. For the complete list of lipid species and full annotations, refer to the source data. Heatmaps generated with Morpheus. Source data

Interestingly, we also observed an increase in intracellular d-glucose levels in DON-treated cells (Extended Data Fig. 3a). However, this increase in glucose level did not result in higher glycolytic activity; instead, there was a significant decrease in glycolysis, as measured by extracellular acidification rate or decreased incorporation of labeled glucose into glycolytic intermediates, pyruvate, lactate or TCA cycle intermediates (Extended Data Fig. 3b–f). Lastly, DON-treated cells also exhibited increased levels of reductive carboxylation, a process well-documented to maintain citrate levels in the context of hypoxia or mitochondrial impairment, further supporting that these cells were experiencing mitochondrial dysfunction (Extended Data Fig. 3g)^21–24^. Together, these data suggest that the profound effects of DON on central carbon metabolism are far broader than just inhibiting GLS.

One of the significant differences between DON and GLS inhibitors is that DON should impair the contribution of Gln amino-nitrogens and amido-nitrogens in addition to its carbon skeleton. To test if DON could prevent nitrogen use, we cultured PDAC cells with amino-^15^N-Gln in the presence or absence of DON. Like the inhibition of carbon use, DON significantly reduced the incorporation of amino-^15^N-Gln into downstream metabolites, including those associated with nonessential amino acid, hexosamine and nucleotide metabolism (Fig. 1e). This was consistent with the reduction in nucleotide pools we observed. Notably, DON treatment significantly reduced the levels of citrate, which resides at the nexus of the TCA cycle and lipid metabolism (Extended Data Fig. 5a–c). Therefore, we performed lipidomics and observed that DON treatment led to significant decreases in membrane-enriched lipids, such as phosphatidylcholines, phosphatidylethanolamines and sphingomyelin (Fig. 1f and Extended Data Fig. 5d,e).

To understand the stress response(s) that result from the DON-mediated metabolic crisis, we performed bulk RNA sequencing (RNA-seq) and observed a significant induction of several members of the integrated stress response pathway, such as Gadd45a, Ddit3, the Atf family and Ppp1r15a^25^ (Extended Data Fig. 6a,b). 

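Bulk RNA-seq of HY19636 cells, a murine PDAC line, compared 3 cultures treated with DON at 25 µM for 24 h, 3 cultures kept without Gln for 24 h and 3 control cultures. The authors extracted RNA with TRIzol and a column kit, and Novogene made the libraries, aligned the reads with HISAT2 and tested differences with DESeq2. The deposited values are gene counts divided by 1 size factor per library, in a separate table for each comparison, and both tables hold the same 3 control libraries. The paper's text does not name the genome build, the counting tool or whether strand was used, so reads of overlapping or near-identical genes could be shared between them. Dividing each value by the worth of 1 read in its library returned whole reads for nearly all values, the lowest share in a culture library being 99.9895% (DON library 3). The control libraries held 27.1, 27.2 and 48.2 M (mega) reads, the DON libraries 25.2, 32.5 and 35.4 M and the Gln-free libraries 28.2, 28.4 and 28.9 M. Among genes with 1 to 20 reads, 69.6% to 72.7% had an even number of reads in these 9 libraries.
The values were tested as log2(value + 1) with limma, over genes with a mean value of at least 10, so fold changes understate the change of genes with low values. After DON, 9226 of 13556 genes had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), of which 4520 were higher and 4706 lower. In cells without Gln, 9292 of 13390 genes did, 4625 higher and 4667 lower. The 3 treated and 3 control values did not overlap for 71.9% of genes after DON and 73.6% without Gln, where chance gives 10%. The median residual SD between replicates was 0.16 on the log2 scale in both comparisons. A threshold of 0.01 moved the counts most, to 7706 genes after DON and 7916 without Gln. Quantile normalization moved the median log2 fold change of all genes tested after DON from 0.02 to 0.13.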

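Ddit3 (ENSMUSG00000025408) lies on chromosome 10 from 127290774 to 127296288, in the GRCm38 coordinates that the authors' FPKM table gives. It had 11803 ± 1387 normalized counts (SD, n = 3) after DON and 471 ± 15.6 in control cells, a log2 fold change of 4.64 (standard error 0.1004, adjusted p = 1.96e-12, limma). Ppp1r15a (ENSMUSG00000040435, chromosome 7 from 45522916 to 45526268) rose from 637 ± 36.5 to 7087 ± 119 normalized counts, a log2 fold change of 3.48 (standard error 0.0896, adjusted p = 2.74e-12, limma). Gadd45a (ENSMUSG00000036390, chromosome 6 from 67035096 to 67037457) rose from 587 ± 65.0 to 4421 ± 100.3 normalized counts, a log2 fold change of 2.92 (standard error 0.103, adjusted p = 3.96e-11, limma). In the Atf family, Atf3 (ENSMUSG00000026628, chromosome 1 from 191170296 to 191183340) had a log2 fold change of 3.34. That of Atf5 (ENSMUSG00000038539, chromosome 7 from 44812257 to 44816658) was 3.04 and that of Atf4 (ENSMUSG00000042406, chromosome 15 from 80255184 to 80257540) was 1.67. Atf6 (ENSMUSG00000026663, chromosome 1 from 170704674 to 170867771) rose least, from 3237 ± 49.1 to 5521 ± 190.4 normalized counts, a log2 fold change of 0.77 (standard error 0.0824, adjusted p = 1.56e-06, limma).
Without Gln, Ddit3 again rose most among these genes, from 448 ± 14.4 to 10025 ± 669 normalized counts, a log2 fold change of 4.48 (adjusted p = 7.42e-12, limma). The log2 fold change was 3.77 for Ppp1r15a, 3.30 for Atf3, 2.82 for Atf5 and 1.35 for Atf4. Gadd45a rose less than after DON, with a log2 fold change of 1.43 (standard error 0.114), and Atf6 had 0.94. Each of the 7 genes had an adjusted p-value under 0.05 in both comparisons, over all genes tested and also adjusted over the list alone. The paper names these genes from these libraries, so the second count is not independent evidence. For every gene the 3 treated values lay above the 3 control values, for which a two-sided exact permutation test gives p = 0.1, the smallest that 3 against 3 allow. Under the alternatives the highest adjusted p of the 7 genes was 4.01e-05 after DON and 1.05e-05 without Gln, both for Atf6.

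**Figure D1:**
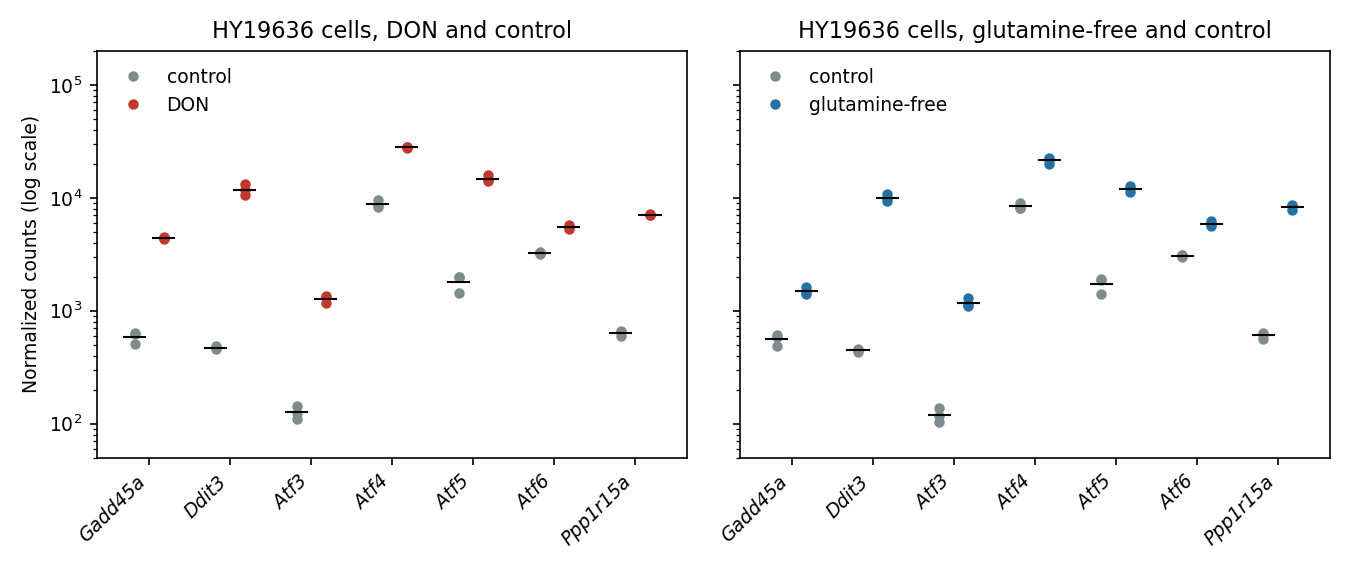
Normalized counts on a log axis of the 7 integrated stress response genes in HY19636 cells, after DON beside control cells (left) and without Gln beside control cells (right). Points are libraries and lines are group means (n = 3), and the difference is largest for Ddit3 (log2 fold changes of 4.64 and 4.48) and smallest for Atf6 (0.77 and 0.94).

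From this RNA-seq the paper states that members of the integrated stress response are induced, and it sets them among the responses to the metabolic crisis that DON causes (Extended Data Fig. 6a,b).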

Consistent with the transcriptomic data, we observed robust ATF4 activation and phosphorylation of eIF2α, suggesting a decrease in global translation (Extended Data Fig. 6c). Consistent with a decrease in protein synthesis, the contribution of Gln to proteinogenic amino acids (for example, Glu, aspartate (Asp), proline) is significantly decreased with DON treatment (Extended Data Fig. 6d). Additionally, we saw a reduction in the total levels of uridine 5′-diphospho (UDP) *N*-acetylglucosamine and protein *O*-GlcNAcylation, which is consistent with impairment of the hexosamine biosynthetic pathway (Extended Data Fig. 6e,f). Together, these results show that DON treatment elicits a metabolic crisis in PDAC cell lines by inhibiting the activity of multiple metabolic pathways important for cell proliferation.

### DRP-104 reduces tumor growth in several PDAC models

The metabolic effects of DON and the decrease in cell proliferation led us to hypothesize that this approach would be effective in several in vivo models. However, previous preclinical and clinical studies showed poor pharmacological properties of DON and toxicity issues with regard to the gastrointestinal tract, leading to these approaches being abandoned in patients. To overcome these challenges, we used a pro-drug version of DON, DRP-104, to treat several PDAC mouse models. We first validated that DRP-104 caused a metabolic crisis in vitro similar to DON, impacting multiple critical metabolic pathways (Extended Data Fig. 7a). Most importantly, DRP-104 treatment led to an accumulation of tumor Gln levels in vivo (Fig. 2a), supporting its on-target activity as an inhibitor of Gln use. Remarkably, DRP-104 significantly reduced tumor growth in two independent orthotopic syngeneic PDAC models after two cycles of treatment (Fig. 2b). To evaluate the efficacy of DRP-104 beyond the primary tumor, we used a hemi-splenectomy model to assess liver metastasis in a syngeneic model. DRP-104 treatment significantly reduced liver colonization in two independent models (Fig. 2c,d). These data indicate that DRP-104 effectively delays tumor growth and prevents metastatic colonization in PDAC.

**Fig. 2:**
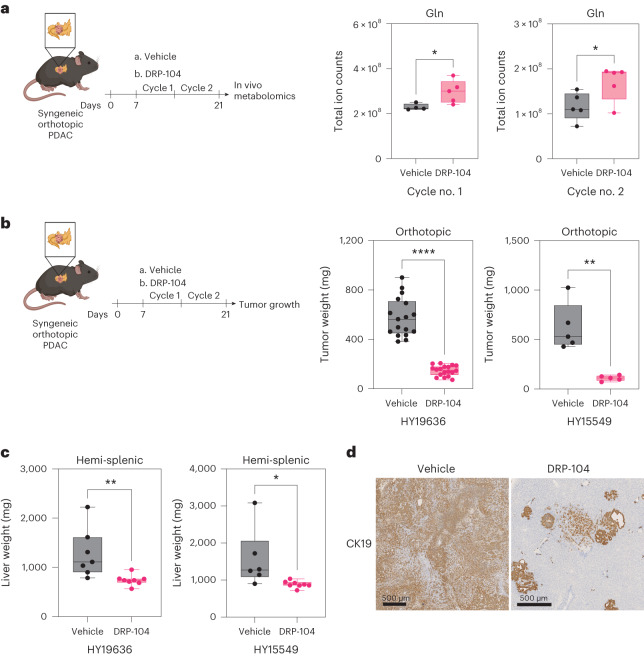
DRP-104 reduces tumor growth and liver colonization in syngeneic PDAC models. **a**, In vivo measurement of Gln through liquid chromatography (LC)–MS in a DRP-104-treated syngeneic PDAC model. Data are presented as total ion counts and normalized to tumor weight and internal standards. Cycle no. 1: vehicle, *n* = 4 tumors from biologically independent mice; DRP-104, *n* = 5 tumors from biologically independent mice; *P* = 0.0370. Cycle no. 2: vehicle, *n* = 5; DRP-104, *n* = 5; *P* = 0.0483. Significance was determined using a two-tailed unpaired *t*-test. The box plots extend from the 25th to the 75th percentile. The whiskers represent the smallest to largest values. The line in the middle of the box represents the median. **b**, KPC-derived (HY19636 and HY15549) cells were injected into the pancreata of B6J mice. Mice were treated daily either with vehicle or DRP-104 (3 mg kg^−1^) intraperitoneally for two cycles (5 days on, 2 days off). Samples were collected 21 days after transplantation for downstream evaluations. For HY19636 cells, data were pooled from two independent experiments (vehicle, *n* = 17 tumors from biologically independent mice; DRP-104, *n* = 18 tumors from biologically independent mice; ****P < 0.0001. For HY15549: vehicle, *n* = 5 tumors from biologically independent mice; DRP-104, *n* = 5 tumors from biologically independent mice; **P = 0.0015. Significance was determined using a two-tailed unpaired *t*-test. The box plots extend from the 25th to the 75th percentile. The whiskers represent the smallest to largest values. The line in the middle of the box represents the median. **c**, Weight of the livers after treatment with vehicle or DRP-104 (3 m kg^−1^) in B6J mice. DRP-104 treatment started 3 days after the hemi-splenectomy. For HY19636 cells: vehicle, *n* = 7 from biologically independent mice; DRP-104, *n* = 8 from biologically independent mice; **P = 0.009. For HY15549 cells: vehicle, *n* = 6 from biologically independent mice; DRP-104, *n* = 8 from biologically independent mice; *P = 0.0314. Significance was determined using a two-tailed unpaired *t*-test. The box plots extend from the 25th to the 75th percentile. The whiskers represent the smallest to largest values. The line in the middle of the box represents the median. **d**, Representative images of liver metastasis (from biologically independent mice) visualized using CK19 staining. CK19 staining was performed in all the samples listed in Fig. 2c and showed similar results. Source data

Next, we set out to evaluate if the antitumor properties of DRP-104 were influenced by extrinsic factors in the TME. We evaluated the presence of cancer-associated fibroblasts (CAFs) and subtypes associated with PDAC using subsets defined by podoplanin, aSMA and platelet-derived growth factor receptor (PDGFR), and found no significant changes in DRP-104-treated tumors (Extended Data Fig. 8a–d). To dissect the immune contribution to the DRP-104 effect, we measured the infiltration of immune populations in DRP-104-treated tumors. Consistent with previous studies, PDAC tumors had basally low levels of T cell infiltration. DRP-104 did not increase the levels of CD3, CD8, CD4, Foxp3 or macrophages in the tumors (Fig. 3a–e). To functionally assess whether the antitumor response required a functional adaptive immune system, we examined DRP-104 in immunodeficient models (NOD-*scid* gamma (NSG) and athymic nude models). Unlike many other tumor types that showed the important contribution of the adaptive immune system^17,19,26^, the antitumor properties of DRP-104 in PDAC were preserved in both the athymic nude and NSG models (Fig. 3f,g). Similar results were obtained using a human-derived line (PANC1) in the athymic nude mouse model (Fig. 3h). To better understand the impact of Gln antagonism in other clinically relevant models, we tested Gln antagonism in a set of patient-derived organoids (PDOs) and patient-derived xenografts (PDXs) (Fig. 4a). DON demonstrated a reduction in proliferation in a panel of PDAC PDOs (Fig. 4b–f). Consistent with the PDO data and the other models tested (syngeneic, immune-deficient), we observed a significant decrease in tumor growth in multiple PDX models (Fig. 4g–j). Taken together, these data suggest that DON/DRP-104 is broadly effective in decreasing PDAC growth across multiple models.

**Fig. 3:**
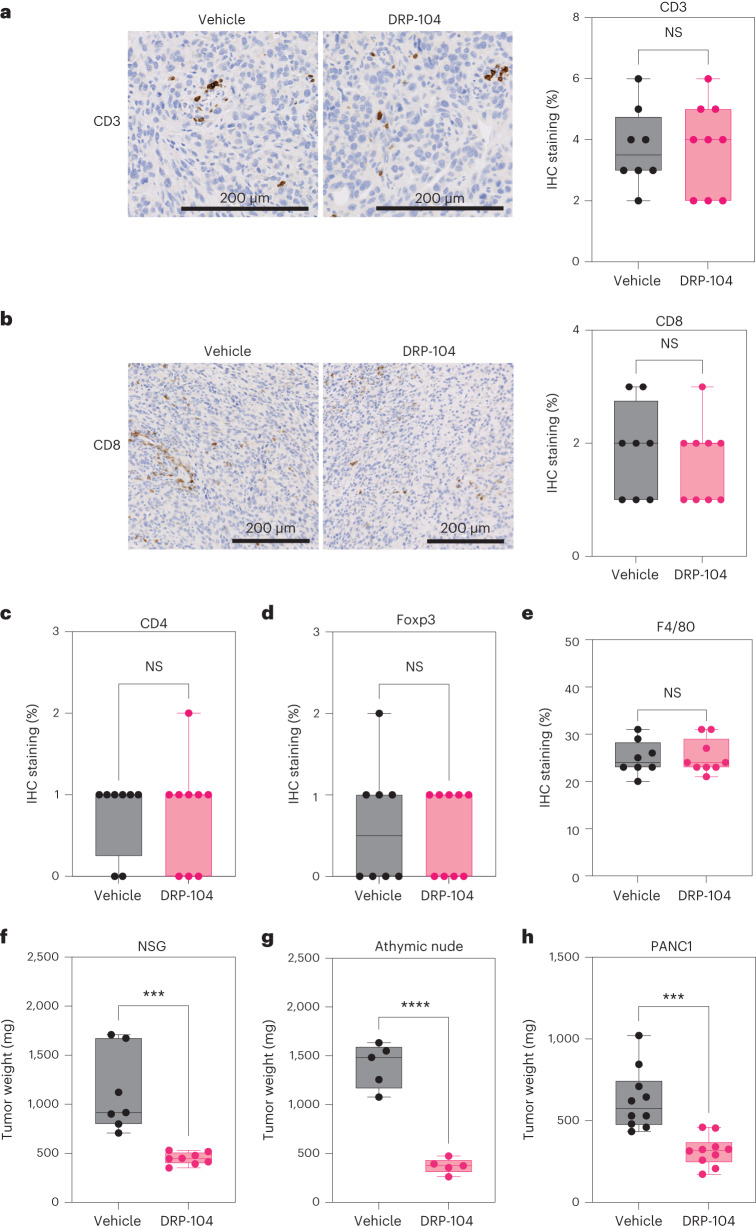
The adaptive immune system is not required for DRP-104 antitumor properties in PDAC. **a**,**b**, Representative images and quantification of CD3 (**a**) and CD8 (**b**) staining in DRP-104-treated and control tumors (HY19636) (vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice). A two-tailed unpaired *t*-test showed no significance. CD3: *P* = 0.96; CD8: *P* = 0.58. IHC, immunohistochemistry. **c**, Quantification of CD4 levels in DRP-104-treated tumors (HY19636) (vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice). A two-tailed unpaired *t*-test showed no significance (NS) (*P* = 0.92). **d**, Quantification of Foxp3 levels in DRP-104-treated tumors (HY19636) (vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice). A two-tailed unpaired *t*-test showed no significance (*P* = 0.8257). **e**, Quantification of F4/80 levels in DRP-104-treated tumors (HY19636) (vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice). A two-tailed unpaired *t*-test showed no significance (*P* = 0.90). **f**, KPC-derived (HY19636) cells were injected into the pancreata of NSG mice. Vehicle, *n* = 5 tumors from biologically independent mice; DRP-104, *n* = 5 tumors from biologically independent mice (***P = 0.0005). Significance was determined using a two-tailed unpaired *t*-test. **g**, KPC-derived (HY19636) cells were injected into the pancreata of athymic nude mice. Mice were treated daily either with vehicle or DRP-104 (3 mg kg^−1^) intraperitoneally for two cycles (5 days on, 2 days off). Samples were collected 21 days after transplantation for downstream evaluation. Vehicle, *n* = 5 tumors from biologically independent mice; DRP-104, *n* = 5 tumors from biologically independent mice. ****P < 0.0001. Significance was determined using a two-tailed unpaired *t*-test. **h**, PANC1 cells were injected into the pancreata of athymic nude mice. Treatment started 14 days after implantation. Samples were collected 21 days after transplantation for downstream evaluation. Vehicle, *n* = 10 tumors from biologically independent mice; DRP-104, *n* = 10 tumors from biologically independent mice. ***P = 0.0002. Significance was determined using a two-tailed unpaired *t*-test. In Fig. 3a–h, the box plots extend from the 25th to the 75th percentile. The whiskers represent the smallest to largest values. The line in the middle of the box represents the median. Source data

**Fig. 4:**
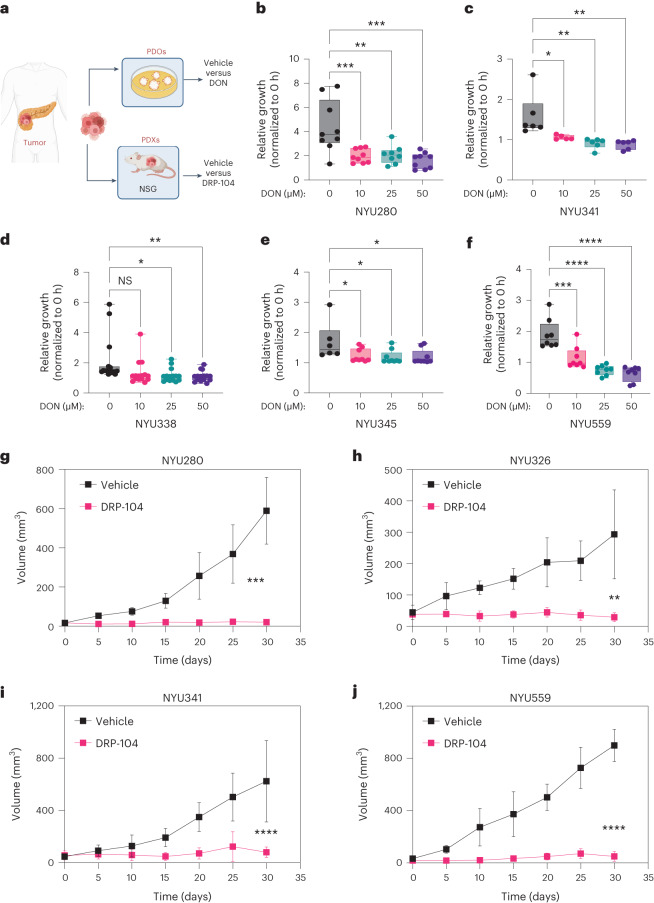
DON/DRP-104 diminishes proliferation in PDAC organoids and PDX models. **a**, PDAC organoids and PDX models were generated from human pancreatic cancer samples. PDAC organoids were treated with DON at the indicated doses. **b**, NYU280 organoids were treated with increasing concentrations of DON (10 µM, 25 µM and 50 µM) for 7 days. Data were obtained from three independent experiments. ***P < 0.0007 (control versus 10 µM of DON); **P = 0.0016 (control versus 25 µM of DON); ***P < 0.0001 (control versus 50 µM of DON). **c**, NYU341 organoids were treated with increasing concentrations of DON (10 µM, 25 µM and 50 µM) for 7 days. Data were obtained from three independent experiments. *P = 0.0172 (control versus 10µM of DON); **P = 0.0017 (control versus 25 µM of DON); **P = 0.0011 (control versus 50 µM of DON). **d**, NYU338 organoids were treated with increasing concentrations of DON (10 µM, 25 µM and 50 µM) for 7 days. Data were obtained from three independent experiments. *P* = 0.0513 (not significant (NS)); *P = 0.0133; **P = 0.0081. **e**, NYU345 organoids were treated with increasing concentrations of DON (10 µM, 25 µM and 50 µM) for 7 days. Data were obtained from three independent experiments. *P = 0.036 (control versus 10 µM of DON); *P = 0.0202 (control versus 25 µM of DON); *P = 0.0214 (control versus 50 µM of DON). **f**, NYU559 organoids were treated with increasing concentrations of DON (10 µM, 25 µM and 50 µM) for 7 days. Data were obtained from three independent experiments. ***P = 0.0003 (control versus 10 µM of DON); ****P= 0.0001 (control versus 25µM of DON); ****P = 0.0001 (control versus 50 µM of DON). For all PDO studies, growth was measured as confluency over time and normalized to *t* = 0 h. Significance for Fig. 4a–f was determined using a one-way ANOVA with a Dunnett’s multiple comparisons test from at least *n* = 6 independent biological samples. PDX species were implanted subcutaneously in the flank of NSG mice. Mice were treated daily either with vehicle or DRP-104 (3 mg kg^−1^) intraperitoneally for four cycles (5 days on, 2 days off). **g**, NYU280: vehicle, *n* = 4; DRP-104, *n* = 5; ***P < 0.0001. **h**, NYU326: vehicle, *n* = 5; DRP-104, *n* = 4; **P = 0.008. **i**, NYU341: vehicle, *n* = 11; DRP-104, *n* = 11; ****P < 0.0001. **j**, NYU559: vehicle, *n* = 4; DRP-104, *n* = 4; ****P < 0.0001. For all PDX studies, tumors were measured every 5 days. In Fig. 4g–j, data were plotted as the geometric mean, s.e.m. and s.d. In Fig. 4g–j, all samples were tumors from biologically independent mice and significance was determined using a two-tailed unpaired *t*-test. Source data

### MAPK signaling is activated by DRP-104 treatment as a resistance mechanism

While there was substantial single-agent activity using DRP-104, residual tumors at the experimental end point displayed higher levels of proliferation markers compared to vehicle, suggesting that these tumors developed therapeutic resistance (Fig. 5a,b). We aimed to identify potential mechanisms of adaptations to the broad Gln perturbation. First, we evaluated the levels and activity of Gln synthetase (GS) in vitro, the key enzyme responsible for de novo Gln synthesis, which has been identified as an essential factor for adaptation in PDAC during nutrient starvation^11,27^. We observed a heterogeneous expression of GS in both human and mouse PDAC lines, with most not displaying increased expression on DON treatment. To functionally elucidate GS activity we assessed the de novo synthesis of Gln using tracing studies. GS expression did not demonstrate an increase in unlabeled Gln, suggesting that this is not an effective compensatory resistance mechanism in this context (Extended Data Fig. 9a–c). We also evaluated GS levels in vivo and found no difference in GS expression on DRP-104 treatment in syngeneic tumors at the end point (Extended Data Fig. 9d). Together, these data suggest that GS is not an effective compensatory resistance mechanism in this context.

**Fig. 5:**
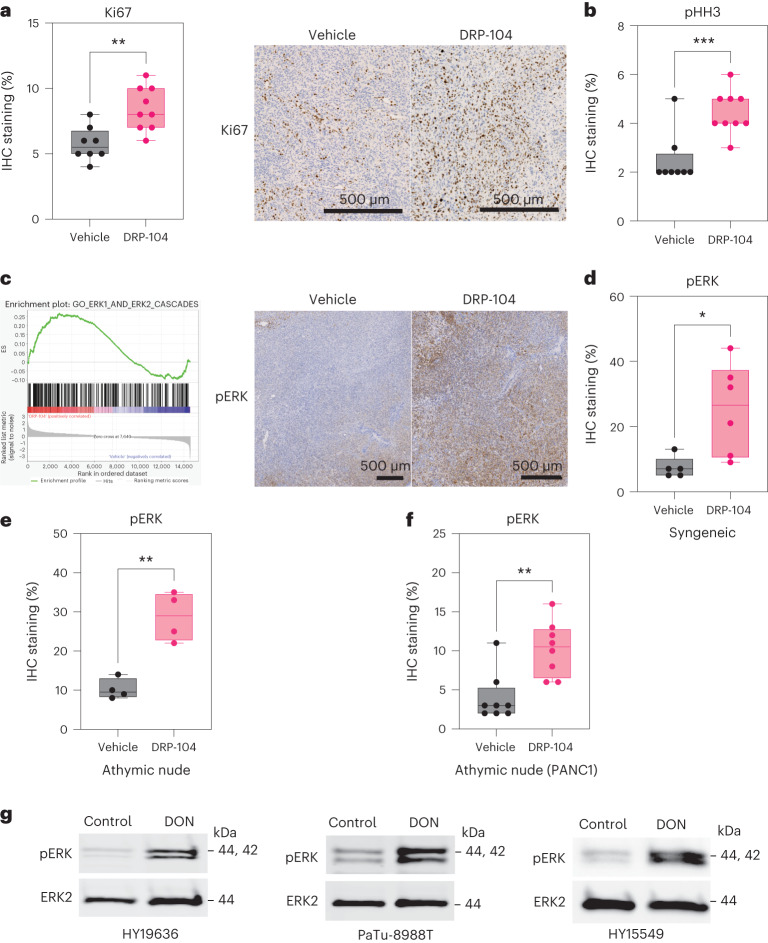
MAPK signaling is activated by DRP-104 treatment as a resistance mechanism. **a**, Quantification of Ki67 levels in DRP-104-treated tumors (HY19636). Vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice; **P = 0.0021. **b**, Quantification of phospho-histone H3 (pHH3) levels in DRP-104-treated tumors (HY19636). Vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 9 tumors from biologically independent mice; ***P = 0.0009. Significance was determined using a two-tailed unpaired *t*-test. **c**, GSEA of transcripts between DRP-104-treated and control tumors demonstrated enrichment in the ERK1 and ERK2 cascades (GO:0070371). Enrichment score (ES) = 0.2; normalized ES = 1.25, false discovery rate *q* = 0.05. IHC analysis of phospho-ERK (pERK) in a representative PDAC tumor. For the bulk RNA-seq studies, three randomly selected tumors were used per group. **d**, Quantification of pERK in the syngeneic model with HY19636 cells. Vehicle, *n* = 5 tumors from biologically independent mice; DRP-104, *n* = 6 tumors from biologically independent mice; *P = 0.0214. Significance was determined using a two-tailed unpaired *t*-test. **e**, pERK levels in athymic nude mice with HY19636 cells. Vehicle, *n* = 4 tumors from biologically independent mice; DRP-104, *n* = 4 tumors from biologically independent mice; **P = 0.0016. Significance was determined using a two-tailed unpaired *t*-test. **f**, pERK levels in athymic nude mice with PANC1 cells. Vehicle, *n* = 8 tumors from biologically independent mice; DRP-104, *n* = 8 tumors from biologically independent mice; **P = 0.002. Significance was determined using a two-tailed unpaired *t*-test. **g**, Immunoblot of pERK and ERK2 (loading control) in HY19636, HY15549 and PaTu-8988T cells treated with DON (25 µM) for 24 h. Representative immunoblot of two independent experiments. Source data

We set out to gain a deeper understanding of how cells adapt to the perturbation of Gln metabolism, with a particular focus on how they obtain sufficient nitrogen. Previously, we observed that in the context of alanine deficiency, PDAC cells rely on Gln to support metabolism (including as a key nitrogen source)^28^. We sought to investigate if the converse was true in the context of Gln perturbation. To achieve that goal, we labeled cells with ^15^N-alanine and found that DON-treated cells increased alanine incorporation into the nitrogen of key TCA cycle intermediates such as Glu (Extended Data Fig. 9d). This observation suggests that other carbon and nitrogen sources, like alanine, could potentially compensate to mitigate the metabolic impacts of DON.

To dissect the potential mechanisms of resistance of DRP-104 in vivo, we evaluated the transcriptional profile of DRP-104-treated tumors at the end point. These data revealed an enrichment in MAPK (ERK) signaling, response to reactive oxygen species (ROS), epithelial–mesenchymal transition (EMT) and oxidative phosphorylation on DRP-104 treatment from gene set enrichment analysis (GSEA) (Fig. 5c and Extended Data Fig. 10a). 

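RNA was sequenced from orthotopic HY19636 tumors of 3 mice given DRP-104, a prodrug of DON, at 3 mg per kg and 3 mice given vehicle. Both groups had 2 cycles of 5 days on and 2 days off, and tumors were collected on day 21. The laboratory steps were those of the cell cultures, and the deposited values are again normalized counts, with a second table of FPKM. The vehicle libraries held 20.1, 20.7 and 19.7 M reads and the DRP-104 libraries 18.5, 16.3 and 18.5 M. Between 18.4 and 23.0 M reads stood behind the FPKM columns, with a median of 20.1 M. Columns of the same name in the 2 tables differed in the genes that were high or low in them. Across 10110 genes, their deviations from the gene means correlated at 0.0873 at most, against at least 0.890 between 2 random parts of a single library (genes are not independent replicates). The FPKM columns were therefore used by treatment group and never matched to a tumor of the other table.
Of 15454 genes tested, 0 had an adjusted p-value under 0.05 (limma), the smallest being 0.816, and 775 had an unadjusted p-value under 0.05. The 3 DRP-104 and 3 vehicle values did not overlap for 10.6% of the genes, against the 10% that chance gives. The median residual SD between tumors was 0.32 on the log2 scale. Without vehicle tumor 2, 371 genes had an unadjusted p-value under 0.05, and none of the fits that left out 1 tumor gave an adjusted p-value under 0.05. DESeq2 on the recovered reads moved the count most, to 56 genes, 27 higher and 29 lower. In simulated tumor libraries with 200 changed genes, 28.6% of the 192 genes DESeq2 called were unchanged, against 7% of the 100 that limma called. Limma found 75% of the 100 genes simulated with a 4-fold change and 18% of the 100 with a 2-fold change.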

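Enrichment was computed from log2(FPKM + 1) of the 3 DRP-104 and 3 vehicle columns, with 14183 genes of mean FPKM at least 0.5 ranked by signal-to-noise ratio and 10000 gene permutations. The paper used gene ontology and hallmark sets, whose membership was not used here. In their place stood gene lists fixed beforehand and Reactome sets, 29 in all, so the sets are not those of the paper, and how many genes they share with them was not tested. For MAPK signaling, the Reactome set Signalling to ERKs (35 genes) had a normalized enrichment score of 0.99 (adjusted permutation p = 0.648). The scores of the ERK MAPK targets (15 genes, -0.54), the RAF MAP kinase cascade (10 genes, -0.58) and a list of ERK output genes (10 genes, -0.59) were negative, each with an adjusted permutation p of 0.972. ERK immediate early genes (11 genes) had the highest score of these lists, 1.504 (adjusted permutation p = 0.146). The sign of 3 of them rested on 1 column. Without DRP-104 column 1 the ERK output genes scored 0.80, and without vehicle column 3 the ERK MAPK targets scored 0.48 and the RAF cascade 0.59. For ROS, the response list (26 genes) scored -1.31 (adjusted permutation p = 0.275) and detoxification of ROS (24 genes) scored -0.97. Mesenchymal genes (18 genes) scored 1.09 (adjusted permutation p = 0.548) and epithelial genes (17 genes) 1.73 (adjusted permutation p = 0.0515). As mean log2 deviations, mesenchymal genes were higher in every DRP-104 column than in every vehicle column (0.0136 to 0.144 against -0.139 to -0.0520). The ROS response list was lower in every DRP-104 column (-0.0828 to -0.0798 against -0.0113 to 0.235). In DRP-104 columns 1 (0.297) and 3 (0.211), epithelial genes lay above every vehicle column (-0.155 to -0.0721), and in column 2 (-0.198) below. Their median log2 change in FPKM was -0.0885, so the positive score does not stand for most of the list. Epithelial genes passed 0.05, as higher, with no filter on FPKM (0.0111), without DRP-104 column 2 (0.00803) and without vehicle column 1 (0.0474). On the normalized counts they did so by the limma ranking (score 2.29) and by camera with its preset correlation, and not under fry or the estimated correlation. Their adjusted p-value ranged from 0.000318 to 0.841 over all alternatives. Nuclear-encoded oxidative phosphorylation genes (79 genes) scored -1.18 (adjusted permutation p = 0.342). The Reactome set of respiratory electron transport with ATP synthesis (81 genes), here called Respiratory electron transport, scored -1.34 (adjusted permutation p = 0.146). Genes that both sets share were not counted, so they are not separate evidence.
Of the 29 sets, 3 had an adjusted p-value under 0.05 and 9 an unadjusted p-value under 0.05. Islet cell genes were higher on DRP-104 (score 2.10, adjusted permutation p = 0.00580), with 3 of 3 DRP-104 columns above every vehicle column. Over the alternatives its adjusted p-value ranged from 0.00275 to 0.926, and on the normalized counts it passed 0.05 in none. Acinar cell genes were higher (score 1.99, adjusted permutation p = 0.00852), with 1 DRP-104 column above every vehicle column, and without DRP-104 column 2 the score was 0.93. Mitochondrially encoded genes were lower (score -1.84, adjusted permutation p = 0.0195) in 3 of 3 DRP-104 columns, and without DRP-104 column 1 the score was -0.78. On the normalized counts the same set was called higher, with a score of 2.04 by the limma ranking (adjusted permutation p = 0.00546) and by camera with its preset correlation. Its adjusted p-value ranged from 0.000142 to 0.907 over alternatives of both directions. The number of sets was moved most by camera with its preset correlation on the table of normalized counts, which called 8 sets, 0 of them under fry or with an estimated correlation. Ranking the table of normalized counts by the limma statistic gave Signalling to ERKs a score of -1.72 (adjusted permutation p = 0.0254) and mesenchymal genes -2.27 (adjusted permutation p = 0.00209). Over all alternatives, the adjusted p-value of the former ranged from 0.0254 to 0.970 and of the latter from 1.92e-05 to 0.970. The limma ranking also called fibroblast genes (-2.35) and endothelial genes (-1.92) lower. For the mesenchymal genes it does not tell host cells from tumor cells.

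**Figure D2:**
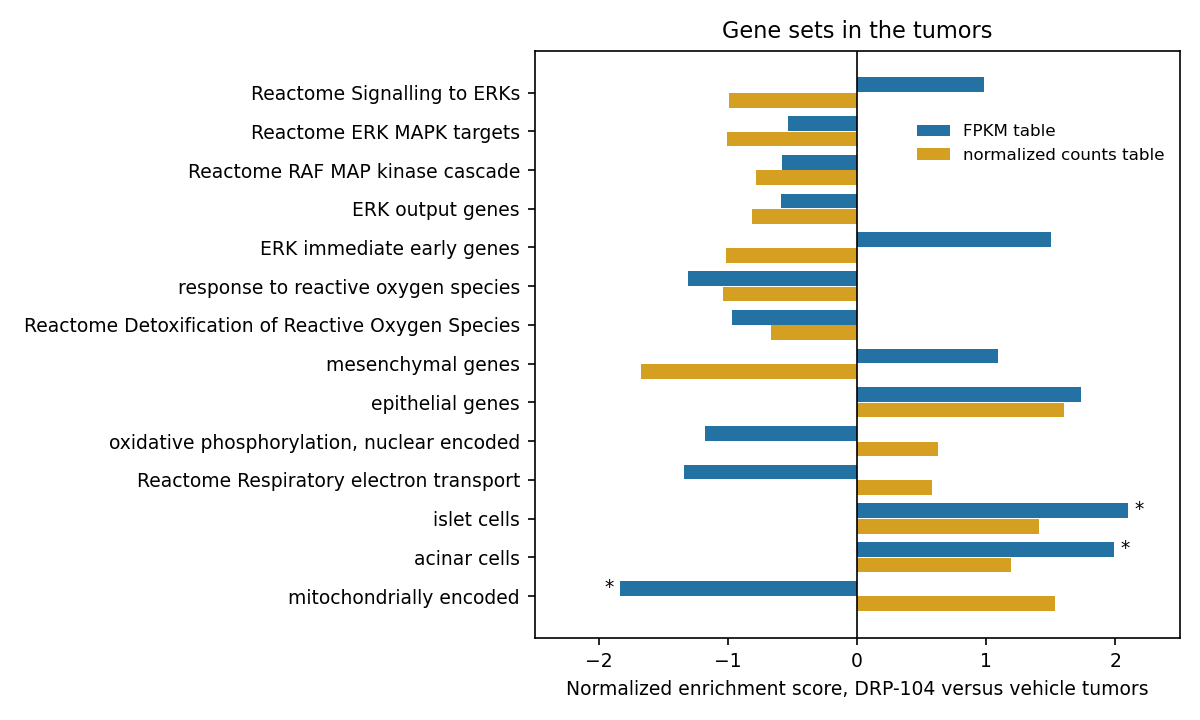
Normalized enrichment scores of 14 gene sets in DRP-104 against vehicle tumors, from the FPKM table (blue bars) and from the table of normalized counts (yellow bars), where a positive score is higher on DRP-104. Asterisks mark an adjusted p-value under 0.05 in the FPKM table, and the bars of Signalling to ERKs point in opposite directions, 0.99 and -0.99.

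The paper ran GSEA on log2 FPKM and states from it an enrichment in these programs on DRP-104 treatment (Fig. 5c and Extended Data Fig. 10a).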

Given the well-established role of ERK signaling in cell survival and metabolism, we hypothesized that ERK signaling might act as a compensatory mechanism on Gln antagonism^29,30^. Indeed, activation of this pathway supports central carbon metabolism in PDAC^33,31^. Immunohistochemical analysis confirmed induction of pERK on DRP-104 treatment in both the syngeneic and athymic mouse models (Fig. 5d–f). Furthermore, we observed the induction of pERK in multiple PDAC lines on DON exposure in cell culture, suggesting that this is a cell-intrinsic mechanism (Fig. 5g).

To further examine and dissect the mechanisms that drive ERK activation on DON/DRP-104 treatment, we characterized potential activators of ERK. First, as high levels of ROS can lead to ERK activation through the decreased expression of the negative regulator dual specificity phosphatase 6 (DUSP6) (ref. ^32^), we confirmed that DON treatment resulted in increased ROS levels, decreased reduced glutathione levels and decreased DUSP6 expression (Extended Data Fig. 10b–f). To verify if ROS are a major driver of ERK activation on DON treatment, we supplemented DON-treated cells with the antioxidant *N*-acetyl cysteine (NAC). Supplementation with NAC did not prevent ERK activation on DON treatment, suggesting that other drivers lead to ERK pathway induction (Extended Data Fig. 10f,g). To assess for possible upstream activators, we performed RTK activation arrays in PDAC cells treated with DON. Oncogenic RTKs have been linked to metabolic plasticity and therapy response in cancer^33–36^. Indeed we found that phosphorylation of various RTKs, such as Axl and members of the ErbB family, was increased after DON treatment (Extended Data Fig. 10h). Interestingly, when we evaluated the induction of RTK after DON treatment in human PDAC lines, we found that epidermal growth factor receptor (EGFR) is the predominant RTK activated in a subset of human PDAC cells (Extended Data Fig. 10i). 

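Egfr (ENSMUSG00000020122) spans chromosome 11 from 16752203 to 16918158 in GRCm38 coordinates. In the RNA-seq of HY19636 tumors it had 1123, 1219 and 528 normalized counts in the 3 DRP-104 tumors (957 ± 374, SD) and 951, 1065 and 951 in the 3 vehicle tumors (989 ± 65.8). The log2 fold change was -0.14 (standard error 0.29995, adjusted p = 0.969, limma), with a 95% interval of -0.83 to 0.55. A two-sided exact permutation test over the 20 arrangements of the 6 values gave p = 1, where the smallest p that 3 against 3 allow is 0.1. The SD of the log2 values was 0.66 between DRP-104 tumors and 0.09 between vehicle tumors, and DRP-104 tumor 3 lay lowest. Without that tumor the log2 fold change was 0.24 (adjusted p = 0.862, limma). In the FPKM table, whose columns are not matched to these tumors, Egfr had 6.23 ± 1.23 FPKM on DRP-104 and 5.66 ± 0.252 FPKM on vehicle, a log2 fold change of 0.10 (adjusted p = 0.786, limma). The exact permutation p of that table was 0.5. The adjusted p-value lay between 0.786 and 1.00 over the alternatives. In cultured HY19636 cells, Egfr fell from 299 ± 61.9 to 94.9 ± 6.56 normalized counts after DON in 3 of 3 cultures, a log2 fold change of -1.63 (standard error 0.192, adjusted p = 4.00e-06, limma). Without Gln it rose by 0.73 on the log2 scale (standard error 0.159, adjusted p = 0.00118, limma), with the 3 treated values above the 3 control values. The sign in cells held in every alternative. For tumors, the paper's reported log2 difference for the normalized counts is -0.138 ± 0.388 (SEM).

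**Figure D3:**
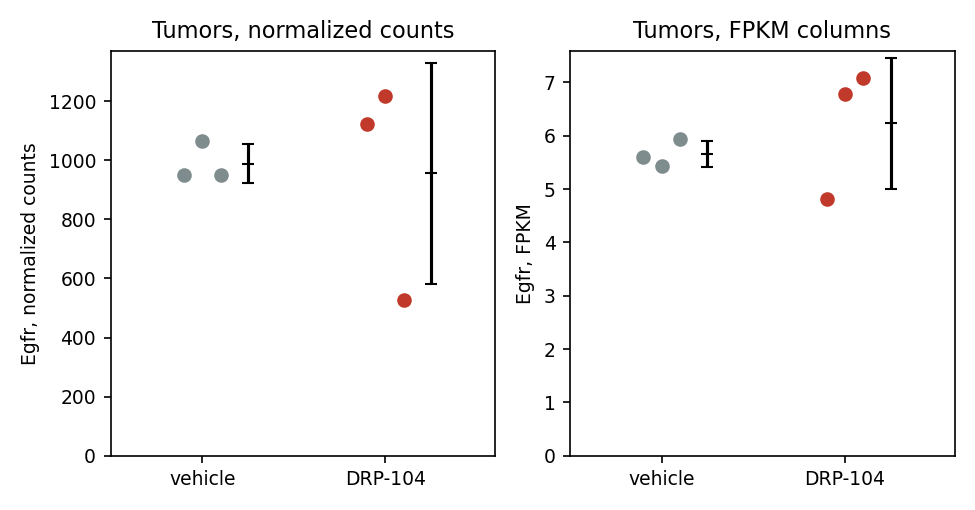
Egfr in DRP-104 and vehicle tumors as normalized counts (left) and as FPKM (right), with each point 1 tumor or column and bars at the mean ± SD. In both tables the DRP-104 values spread more widely than the vehicle values, with SDs of 374 against 65.8 normalized counts and 1.23 against 0.252 FPKM.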

EGFR transcript levels did not change, suggesting that regulation is post-transcriptional (Extended Data Fig. 10j). Using an inhibitor of the ErbB family resulted in a decline in basal and DON-induced levels of pERK (Extended Data Fig. 10k), implicating RTKs as major drivers of ERK induction in this context.

To functionally assess whether the activation of ERK promotes resistance to DRP-104, we used the MEK inhibitor trametinib. We found that trametinib decreased ERK activation in DON-treated cells (Extended Data Fig. 10l). Moreover, inhibition of the reactive upregulation of ERK by pretreatment with trametinib further impaired the entry of glucose-derived metabolites into the TCA cycle (Extended Data Fig. 10m). To evaluate whether the combination of DRP-104 with MEK/ERK inhibitors could reduce tumor growth or increase survival, DRP-104 was tested in the presence or absence of trametinib in PDAC syngeneic models (Fig. 6a). While both DRP-104 and trametinib reduced tumor growth as single agents, we observed a more substantial decrease in tumor growth in the combination treatment (Fig. 6b). The combination treatment was effective in reducing the compensatory increase in pERK seen in the tumors treated with DRP-104 monotherapy (Fig. 6c). Consistent with these results, the combination treatment resulted in prolonged survival in the DRP-104 and trametinib combination (Fig. 6d–e).

**Fig. 6:**
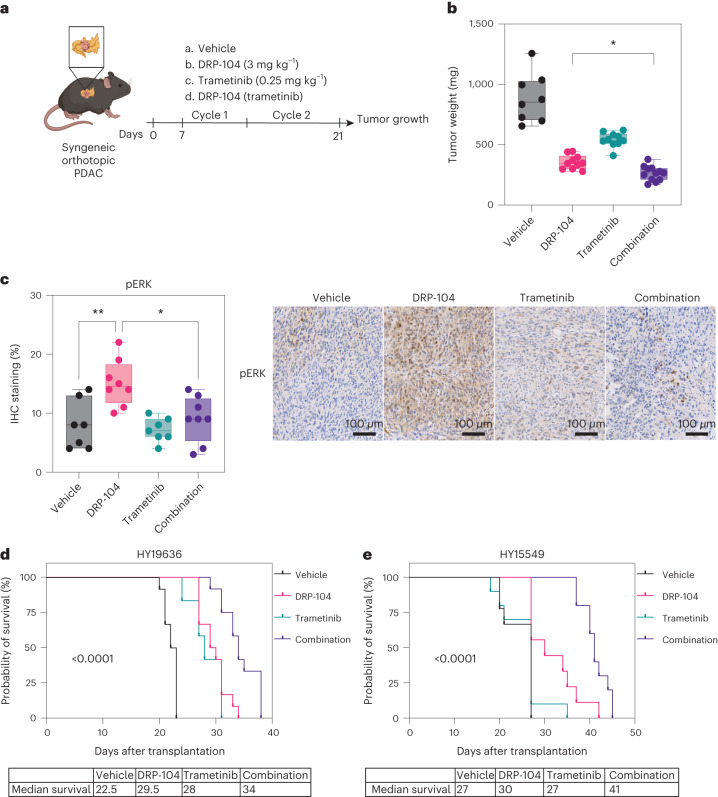
DRP-104 and MAPK inhibition increase survival in a syngeneic PDAC model. **a**, KPC-derived (HY19636) cells were injected into the pancreata of B6J mice. Mice were treated daily either with vehicle, DRP-104 (3 mg kg^−1^), trametinib (0.25 mg kg^−1^) or in combination (DRP-104 and trametinib) for two cycles (5 days on, 2 days off). Samples were collected 21 days after transplantation for downstream evaluation. **b**, Tumor weights at the end point. Vehicle, *n* = 8; DRP-104, *n* = 10; trametinib, *n* = 10; combination, *n* = 12. *P = 0.0444 (DRP-104 versus combination). Significance was determined using an ordinary one-way ANOVA with Holm-Šídák’s multiple comparisons test. **c**, Quantification of pERK levels in vehicle (*n* = 7), DRP-104 (*n* = 8), trametinib (*n* = 7) and combination (*n* = 8) treatment in B6J mice (HY19636). *P = 0.0116; **P = 0.0041. Significance was determined using an ordinary one-way ANOVA with Tukey multiple comparisons test. **d**,**e**, HY19636 (**d**) or HY15549 (**e**) cells were injected into the pancreata of B6J mice. Mice were treated daily either with vehicle (*n* = 12 biologically independent mice), DRP-104 (*n* = 12 biologically independent mice), trametinib (0.25 mg kg^−1^) (*n* = 12 biologically independent mice) or in combination (*n* = 12 biologically independent mice). Treatment continued until each mouse reached the end point criteria. A log-rank (Mantel–Cox) test indicated a *P* < 0.0001. Source data

## Discussion

Our findings suggest that broad Gln antagonism may provide additional therapeutic options for PDAC. Indeed, by using an antagonistic Gln analog, we showed that multiple Gln-dependent metabolic pathways involved in central carbon metabolism, nucleotide biosynthesis and lipid metabolism are important for the growth of PDAC cells and tumors. This is in line with other studies which demonstrated that Gln is pivotal for tumor growth. Our work further demonstrates a proof of concept that there may be an improved therapeutic index in targeting metabolism when there is preferential delivery to the tumor tissue using a pro-drug approach, such as DRP-104.

Our studies demonstrated a profound decrease in tumor growth in DRP-104-treated tumors in syngeneic PDAC models. We also observed a decrease in metastatic colonization on DRP-104 treatment, supporting the previously documented role of Gln in metastasis and EMT and therapy resistance^37,38^. Moreover, this antitumor effect was observed in both athymic and NSG mice, suggesting that in our PDAC models, the adaptive immune system is not the major driver of antitumor response. Previous work demonstrated that in vivo inhibition of Gln metabolism using DRP-104 could enhance the infiltration of CD8^+^ T cells and increase response to immunotherapy (anti-programmed cell death protein 1) in multiple other non-PDAC tumor models, probably through impairing the function of suppressive subsets of immune cells^17,26^. Interestingly, a report showed that in PDAC there is a role for T cell immunity in the response to DON^39^. However, it is important to note that this observation was made in a model in which PDAC lines were coinjected with cancer-associated fibroblasts^39^. Several reports showed that the stroma compartment of PDAC can affect the TME; therefore, the coinjection approach may alter the involvement of the adaptive immune system in this setting^40–42^. Consequently, it is possible that the involvement of the immune system in response to DON/DRP-104 in PDAC is highly context-dependent and may depend on the immunogenicity of a particular tumor and the TME.

We observed that residual tumors after DRP-104 treatment showed increased proliferation, suggesting the development of acquired resistance, and identified that DRP-104/DON treatment promotes increased activation of ERK signaling. We further demonstrated that DON-treated PDAC cells induce the activation of multiple RTKs upstream of the ERK pathway. The induction of several RTKs (for example, ErbB family, Axl) in DON-treated cells suggests that cells are coping with metabolic stress by activating multiple survival mechanisms. Interestingly, Axl was identified as an essential driver of drug resistance and nutrient scavenging through macropinocytosis in PDAC and other cancer models^43,44^. Regarding members of the ErbB family, EGFR was essential to drive macropinocytosis in a subset of PDAC under Gln deprivation^45^. Indeed, it is possible that PDAC cells functionally use Axl and ErbB family induction to drive macropinocytosis as an attempt to restore metabolic homeostasis on DON treatment. Future studies investigating the impact of broad Gln antagonism in the tumor stroma will also provide more details about potential adaptation mechanisms.

One of the limitations of this study was the lack of metabolic tools to delineate the downstream metabolic effects of DRP-104 treatment in vivo. The highly heterogenous PDAC microenvironment and the complex spatial influences in Gln use make detailed studies of metabolic changes difficult. Future studies using spatial metabolomic approaches may be informative in this regard.

As ERK signaling drives several biological processes, including survival, migration and metabolism, we explored inhibition of this pathway as a potential combination treatment. Indeed, combination treatment with DRP-104 and the MEK inhibitor trametinib reduced tumor growth and prolonged survival in syngeneic PDAC models. While survival was significantly improved in these proof-of-concept studies, we did not see evidence of complete tumor regression, suggesting that more potent combinations will be needed to ensure durable results. Whether combinations of RTK inhibitors or oncogenic KRAS inhibitors, along with DRP-104, would further improve responses is to be determined. It is also possible that DRP-104 could synergize with standard chemotherapy regimens for PDAC, such as FOLFIRINOX, as several of the components of this regimen are anti-metabolites.

In summary, our results continue to support the concept of targeting rewired metabolism in cancer and that there is a potential to achieve a favorable therapeutic index with such approaches. Because of the multiple fates of Gln in PDAC, one must broadly inhibit these pathways rather than selectively target individual pathways (such as GLS inhibition) to prevent the rapid rewiring of cellular metabolism. Future studies will continue to explore how to navigate this complex relationship between preventing metabolic rewiring and minimizing toxicity to advance critical findings into patient trials.

## Methods

The experiments in this study were performed in compliance with the Institutional Animal Care and Use Committee (IACUC) protocol no. IA16-00507; the institutional review board (IRB) of the University of New York Grossman School of Medicine (no. S17-00651) was used for the PDX-related experiments.

### Cell culture

PaTu-8988T, PANC1, MiaPaCa2 and PaTu-8902 cells were obtained from ATCC or the Deutsche Sammlung von Mikroorganismen und Zellkulturen. Primary murine PDAC cell lines (HY19636 and HY15549) were isolated from tumors from C57BL/6 (B6) genetically engineered mice (LSL-Kras^G12D^; p53^L/+^, Ptf1a^Cre+^) as described previously^46^. All cell lines were grown in 5% CO_2_ and 37 °C. All cell lines were cultured in DMEM (catalog no. 10-017-CV, Corning) with 10% FCS (catalog no. S11550H, Atlanta Biologicals) and 1% penicillin-streptomycin (catalog no. 15140122, Thermo Fisher Scientific). Cells were tested routinely for *Mycoplasma* contamination using PCR. Cell lines were authenticated by periodic fingerprinting and visual inspection; low-passage cultures were carefully maintained in a central laboratory cell bank.

### Chemicals

^13^C_5_-labeled Gln (catalog no. CLM-1822-H), alpha-^15^N Gln (catalog no. NLM-1016-PK), ^13^C_6_-labeled glucose (catalog no. CLM-1396-PK), ^15^N-labeled alanine (catalog no. NLM-454) and ^13^C_x_,^15^N_x_-labeled amino acid standard mix (catalog no. MSK-A2) were acquired from Cambridge Isotope Laboratories. *N*-acetyl-l-cysteine (catalog no. A7250) dimethylsulfoxide (DMSO), methoxyamine hydrochloride and MTBSTFA + 1% t-BDMSC and DON (catalog no. D2141) were obtained from Sigma-Aldrich. Trametinib (catalog no. 16292) and dacomitinib (pan-RTK inhibitor, catalog no.9001879) were obtained from Cayman Chemical.

### Cell proliferation and viability assays

Proliferation assays were performed at various densities depending on the growth kinetics of each line^28^. HY19636 and HY15549 were plated at 1,000 cells per well; MiaPaCa2, PANC1 and PaTu-8988T were plated at 2,000 cells per well in a 96-well plate. Cells were allowed to attach overnight. The next day, cells were treated with DON at increasing concentrations, as indicated in the figure legends. Cell growth was assessed every 12 h using Cytation C10 (Agilent Technologies) for 72 h. Confluency was derived from the object sum area divided by the total area. Every cell proliferation assay was performed with at least two technical replicates and biological replicates. For the Gln rescue assay, cells were plated at 1,000 cells per well and supplemented with the indicated Gln concentration (10 mM, 4 mM, 2 mM, 0.5 mM). DON was added the next day; cellular confluency was obtained after 7 days using Cytation C10.

### OCR

Basal OCR was measured using a Seahorse XFe96 analyzer (Agilent Technologies) as described previously^47^. PDAC lines were plated at 10,000–20,000 cells per well depending on the growth kinetics of the line in either standard DMEM or with DON for 24 h before the assay. Before the assay, the medium was removed and replaced with the XF assay medium (25 mM glucose, 4 mM Gln, no sodium bicarbonate, 5 mM HEPES); the plate was incubated for approximately 45 min at 37 °C in a non-CO_2_ incubator (Thermo Fisher Scientific). Medium was changed before the beginning of the assay; drug treatments were maintained in the XF assay medium throughout the experiment. Cell numbers were normalized to protein quantification after the assay using the DC Protein Assay Kit (Bio-Rad Laboratories). At least two independent experiments were performed for all conditions; data from 6–12 technical replicate wells for each separate experiment were averaged. Data were plotted relative to each independent group’s untreated or control condition.

### Metabolomics

For metabolite extraction, cells were washed with 0.9% NaCl prepared in high-performance liquid chromatography-grade water to remove medium and other contaminants. As described previously, cellular metabolites were collected using a methanol-water-chloroform solution^47,48^. Cellular metabolites were vortexed at 4 °C for 15 min. To separate the inorganic layers, samples were centrifuged at maximum speed for 10 min. Polar metabolites were obtained from the aqueous phase and transferred (300 µl) into polypropylene vials (catalog no. 5190-2243, Agilent Technologies) and dried down by SpeedVac (Thermo Savant, catalog no. SPD111V, Thermo Fisher Scientific). Once metabolites were dried, 20 µl methoxyamine hydrochloride (20 mg ml^−1^ in pyridine, always prepared fresh) was added and incubated for 60 min at 37 °C. Next, 20 µl MTBSTFA + 1% t-BDMSC was added and incubated for 30 min at 37 °C. Samples were analyzed using GC–MS using a gas chromatograph (7890B model, Agilent Technologies) with a DB-35ms Ultra Inert column (catalog no. 122-3832UI, Agilent Technologies) installed and associated with an Agilent 5977B mass spectrometer. The GC–MS parameters, quantification and correction for natural isotope abundances were performed as described previously^28,47,48^. For the ^13^C_6_-glucose and ^13^C_5_-Gln tracing experiments,^15^N-Gln or ^15^N-alanine cells were plated in a six-well plate at 2.0 × 10^5^ cells per well and allowed to attach overnight in DMEM. Next, cells were washed with PBS twice and cultured for 24 h in DMEM supplemented with 4 mM ^13^C_5_-Gln, 25 mM ^13^C_6_-Glucose or 1 mM ^15^N-Alanine; 10% dialyzed serum was added. For the tracing studies, cells were pretreated with DON (25 µM) overnight, medium was removed and washed with PBS. Then, cells were incubated with fresh DON and with stable isotopes for 24 h. For amino acid and metabolite profiling, metabolites were collected using an 80% methanol solution with 1 µg norvaline and labeled with amino acid standards (catalog no. MSK-A2-1.2, Cambridge Isotope Laboratories) as described elsewhere^28,47,48^. For the LC–MS analysis, cells were treated for 24 h with PBS or DON. Samples were subsequently processed by the Metabolomics Core Research Laboratory at New York University (NYU) Langone Health, as described previously^47^.

### Mice

All animal studies were approved by the NYULMC IACUC (protocol no. IA16-00507). Female B6J mice (C57BL/6J, Taconic), athymic (NCrNU, Taconic) or NSG (The Jackson Laboratory) used in this study were 8–10 weeks old and not involved in previous procedures. All mice were maintained in the animal facility of the NYU Grossman School of Medicine with access to a standard diet (PicoLab Rodent diet 20, catalog no. 5053) and water ad libitum at constant ambient temperature and a 12-h light cycle. Animal numbers were determined according to previous work^28,49^. Maximum tumor burden was limited to less than 2 cm in any direction; this metric was not exceeded in this study.

### Orthotopic xenograft experiments

Orthotopic injections of PDAC cells were conducted as described previously^28^. Briefly, mice were anesthetized with ketamine (120 mg kg^−1^) and xylazine (10 mg kg^−1^) before surgery. An incision was made in proximity to the spleen and the pancreas was carefully externalized. Cells were resuspended in 20 µl of a solution consisting of Hank’s balanced salt solution (HBSS) and Matrigel (catalog no. 356231, Corning) at a 1:1 ratio and injected into the tail of the pancreas using insulin syringes (29-gauge needle, catalog no. 324702, BD). For HY19636 and HY15549 cells, approximately 40,000 cells were injected unless indicated otherwise. For PANC1, 50,000 cells were injected into nude mice. After surgery, the incision was closed using a 3-0 coated VICRYL VIOLET suture (catalog no. J311H, Ethicon) and using the BD AutoClip Wound Closing System. Mice were treated with buprenex every 12 h after surgery for 48 h. Animals were allowed to recover from surgery for at least 7 days before starting the experimental process. Animals were randomly assigned before starting the experimental process, unless indicated otherwise. Experimental treatment started 7 days after surgery. Tumor weight was measured at the end point after mice were euthanized and tumor was collected for further analysis (for example, histology, bulk RNA-seq).

As described previously^49^, for the hemi-splenic injections, 1 × 10^5^ cells were resuspended in 100 µl HBSS and incorporated into an insulin syringe (28-gauge needle, catalog no. 329461, BD). The spleen was separated using ligating clips (catalog no. 002200, Teleflex), and cells were injected into the hemi-spleen. After injection, the splenic vein was ligated with ligating clips (catalog no. 001200, Teleflex) at the hilum of the spleen; then the hemi-spleen was removed. The peritoneum was closed with a 3-0 VICRYL VIOLET suture and the skin was closed using the BD AutoClip Wound Closing System.

For the DRP-104 studies, mice were treated daily either with vehicle (Tween-80:Ethanol:Saline 5:5:90 v/v/v) or with DRP-104 (3 mg kg^−1^) intraperitoneally for two cycles (5 days on, 2 days off) unless indicated otherwise. DRP-104 was a gift from Dracen Pharmaceuticals. DRP-104 was prepared and stored at 4 °C in the dark and used within 5 days. Trametinib was dissolved in DMSO and resuspended in a solution of 0.5% Tween-80, 0.6% 2-hydroxypropyl (catalog no. H107-5G, Sigma-Aldrich) and 0.9% saline. Animals were treated with 0.25 mg kg^−1^ daily as described previously^50^. For the hemi-splenic studies, animals were enrolled in treatment 3 days after surgery and tissue was collected 14 days after surgery. For the combination treatment (DRP-104 and trametinib), tumors were collected after two cycles (two cycles of 5 days on, 2 days off) of treatment unless indicated otherwise. For the survival studies, either treatment modality continued until the animal reached the end point criteria. The end point criteria included but were not limited to abdominal hemorrhagic ascites, severe lethargy, cachexia, weight loss, poor posture, extreme weakness or unresponsive to external stimuli according to the IACUC approved protocol (no. IA16-00507).

### In vivo metabolomics

For the in vivo metabolomics studies, HY19636 cells were orthotopically transplanted into B6J mice. Mice were treated with DRP-104 (3 mg kg^−1^) for either one or two cycles. Tumors were collected 30 min after the last DRP-104 dose; each tumor was snap-frozen in liquid nitrogen at the same time after euthanasia. Samples were subsequently processed at the Metabolomics Core Research Laboratory at NYU Langone Health. Briefly, frozen tissues were powdered with a biopulverizer (Biospec) and a fraction of the powder (approximately 10 mg) was transferred to a screw top vial for further mechanical homogenization with zircon beads using a BeadBlaster D2400 (Benchmark Scientific) at a fixed ratio of 20 mg ml^−1^ powder to extraction solvent comprising 80% LC–MS grade methanol containing isotopic internal standards (catalog no. MSK-A2-1.2, Cambridge Isotope Laboratories). Samples were homogenized for ten cycles at 30 ms and the resulting lysate was centrifuged at 21,000*g* for 3 min. Then, a fixed 450-µl volume of the metabolite supernatant was transferred to a new vial for speed vacuum concentration. The dried metabolite fraction was resolubilized in a fixed volume of 50 µl LC–MS grade water representing 1 mg of the original on-column tissue.

### In vivo PDX efficacy studies

PDX samples from individuals with PDAC were used to test the in vivo efficacy of DRP-104. Materials were obtained under the participant’s consent and approved IRB (no. S17-00651) protocol at NYU Langone Health. NSG mice (female, 8–10 weeks old) were purchased from The Jackson Laboratory. All mice were bred and maintained at the animal facility of the NYU Grossman School of Medicine. All PDX samples were developed by direct engraftment of pancreatic cancer tissue fragments from patients undergoing surgical resection or biopsy into NSG mice, expanded and viably frozen. Except for sample NYU326, all PDX samples were therapy naive. Tumor fragments were implanted subcutaneously into NSG mice and expanded by passaging in the mouse without exposing samples to in vitro conditions. PDX was passaged in NSG mice to develop treatment cohorts. Mice were randomized and enrolled into each arm (vehicle versus DRP-104) once the tumor reached 2–4 mm diameter. Mice were treated with vehicle or 3 mg kg^−1^ DRP-104. Tumor length and width were measured every 5 days using a digital caliper. Tumor volumes were calculated using the formula (L × W^2^)/2. Animals were humanely euthanized when tumors reached more than 1,000 mm^3^ or at the end of four cycles of treatment.

### PDO proliferation assays

PDO samples from individuals with PDAC were used to test the in vitro efficacy of DON. Materials were obtained under the participant’s consent and approved IRB (no. S17-00651) protocol at NYU Langone Health. All PDOs samples were developed by direct engraftment of pancreatic cancer tissue fragments from patients undergoing surgical resection or biopsy as domes in growth factor-reduced Matrigel, expanded and viably frozen at a low passage. PDOs were grown in PancreaCult Organoid Media (STEMCELL Technologies). PDOs were plated into 20 µl of growth factor-reduced Matrigel and supplemented with organoid media. PDOs were treated with DON at various doses 24 h after plating. PDO growth was assessed every 24 h using Cytation C10 for 7–10 days, depending on the growth kinetics of the PDO. Cell growth calculation was made based on the total optical density of each well.

### Histology and IHC

Tumors were fixed in 10% formalin overnight and embedded in paraffin. Paraffin sections were deparaffinized and antigens were unmasked with citrate (pH 6) and heat. Slides were incubated in 3% hydrogen peroxide and 50% methanol for 30 min and blocked in 5% goat serum and 1% BSA in Tris-buffered saline with 0.05% Tween 20 (TBST) for 30 min at room temperature. Primary antibodies were diluted in blocking buffer and applied overnight at 4 °C, then developed using the VECTASTAIN Elite ABC-HRP kit (catalog no. PK-6100, Vector Laboratories) and DAB Substrate Kit (catalog no. SK-4100, Vector Laboratories). Slides were counterstained with hematoxylin (catalog no. H-3401, Vector Laboratories). Sections were dehydrated and mounted in Fisher Chemical Permount Mounting Medium (catalog no. SP15-100, Thermo Fisher Scientific) and allowed to dry overnight before slide imagining. The primary antibody was diluted in blocking buffer and added to sections at 4 °C overnight. Quantification of IHC was performed using the Aperio ImageScope software (Leica Biosystems); non-tumor and necrotic areas were not included in the analysis as described previously^51^. Briefly, we measured the percentage (%) of positivity resulting from the positive signal divided by the total area analyzed (Positive/AreaTotal).

To evaluate the role of CAF, 5-μm sections of paraffin-embedded tissue were stained with Akoya Biosciences Opal multiplex automation kit reagents unless stated otherwise. Automated staining was performed on a Leica Bond RX autostainer. The protocol was performed according to the manufacturer’s instructions with the following antibodies: CK19 (1:500 dilution, catalog no. MABT913, Merck Millipore), aSMA (1:4,000 dilution, catalog no. ab5694, Abcam), podoplanin monoclonal antibody (1:4,000 dilution, catalog no. 145381-82, eBioscience), PDGF R alpha (1:100 dilution, catalog no. AF1062, R&D Systems). Briefly, all slides underwent sequential epitope retrieval with the Leica Biosystems epitope retrieval 1 or 2 solution (citrate-based, pH 6.0, catalog no. AR9961; EDTA-based, pH9, catalog no. AR9640), primary and secondary antibody incubation and tyramide signal amplification with Opal fluorophores (catalog no. FP1487001KT, Akoya Biosciences). Primary and secondary antibodies were removed during the epitope retrieval steps while fluorophores were covalently attached to the epitope. Slides were mounted with ProLong Gold Antifade Mountant (catalog no. P36935, Thermo Fisher Scientific). Semiautomated image acquisition was performed on a Vectra Polaris multispectral imaging system. The inForm v.2.6 software from Akoya Biosciences was used for spectral unmixing and image analysis. To quantify the CAF subtypes, HALO (v.3.6, Indica Labs) was used. Briefly, a training algorithm was first used to identify nuclei (4,6-diamidino-2-phenylindole, nuclei segmentation AI module) on different samples during the training process. Then, the Highflex FL module algorithm (v.4.2.5, Indica Labs) was used to classify cells as CK19^+^, podoplanin^+^, aSMA^+^ and PDGFR^+^ using the phenotyper segmentation module. Each classification was reviewed for different samples during the training iterations. CAF subtypes were identified as pan-CAF (CK19^−^, podoplanin^+^); CK19^−^, podoplanin^+^, aSMA^+^, PDGFR^−^ and CK19^−^, podoplanin^−^, aSMA^+^, PDGFR^+^. The thresholds for the classification was based only on high-expressing cells. Hematoxylin and eosin, Masson trichrome staining, slide scanning and Opal multiplexing were performed by the Experimental Pathology Research Laboratory at the NYU Grossman School of Medicine.

### Western blot and antibodies

Whole-cell protein lysates were collected using radioimmunoprecipitation assay buffer (catalog no. 20-188, Sigma-Aldrich) supplemented with protease (Roche) and phosphatase (Roche) inhibitor cocktails. Protein lysates were separated on 4–20% gradient gels (catalog no. 4561096, Bio-Rad Laboratories) and transferred to polyvinylidene fluoride membranes (catalog no. IPVH00010, Merck Millipore) using transfer buffer (Tris-glycine) and 10% methanol. Membranes were blocked with 3% BSA (catalog no. A2058, Sigma-Aldrich) for at least 1 h at room temperature. Primary antibodies were incubated overnight at 4 °C at the following dilutions: ERK2 (1:1,000, catalog no. sc-1647, Santa Cruz Biotechnology); phospho-p44/42 MAPK (ERK1/2) (1:1,000, catalog no. 4376, Cell Signaling Technology); DUSP6 (1:1,000, catalog no. A2D4, Abcam); anti-*O*-linked *N*-acetylglucosamine (1:1,000, catalog no. ab2739, Abcam); cleaved Caspase-3 (1:1,000, catalog no. 9664, Cell Signaling Technology); ATF4 (1:1,000, catalog no. 11815, Cell Signaling Technology); phospho-eIF2α (Ser51) (1:1,000, catalog no. 3398, Cell Signaling Technology); Ki67 (1:500, catalog no. 16667, Abcam); GLUL (1:1,000, catalog no. 228590, Abcam); CK19 (1:100, catalog no. MABT913, Merck Millipore); anti-mouse IgG, horseradish peroxidase (HRP)-linked (1:5,000, catalog no. 7076 S, Cell Signaling Technology); anti-rabbit IgG, HRP-linked (1:5,000, catalog no. 7074 S, Cell Signaling Technology). For LI-COR imaging, IRDye 800CW goat anti-rabbit IgG (1:10,000, catalog no. 926-32211, LI-COR Biosciences) and IRDye 680RD goat anti-mouse IgG (1:10,000, catalog no. 926-68070, LI-COR Biosciences) secondary antibodies were used. Membranes were washed at least three times (15 min each) with TBST and incubated with the appropriate HRP-conjugated secondary antibody (1:5,000, catalog no. 7045S or 7076S, Cell Signaling Technology) for 1 h at room temperature; the enhanced chemiluminescence detection system was added (catalog no. 1705061, Bio-Rad Laboratories). Images were obtained with the ChemiDoc (Bio-Rad Laboratories) or Odyssey CLx (LI-COR Biosciences) imager. Each immunoblot was repeated at least twice.

### Phospho-RTK array kit

The phosphorylation status of RTK was obtained using the Profiler Mouse Phospho-RTK Array Kit (catalog no. ARY014, R&D Systems) and Proteome Profiler Human Phospho-RTK Array Kit (catalog no. ARY001B, R&D Systems). Assays were performed according to the manufacturer’s instructions for each individual batch.

### Bulk RNA-seq

Total RNA from cell cultures and tumors was obtained using TRIzol (catalog no. 15596026, Thermo Fisher Scientific) and PureLink RNA Mini Kit (catalog no. 12183025) according to the manufacturer’s instructions. Bulk RNA-seq libraries, raw data collection (FASTQ), alignment (HISAT2), mapping and differential expression analysis (DESeq2) were performed according to the manufacturer’s instructions by Novogene^52^. Logarithmic transformation (log_2_) of fragments per kilobase of transcript per million fragments mapped was used as input for GSEA^53^.

### Statistics and reproducibility

All data were analyzed using Prism 9.0 (GraphPad Software). Results are expressed as the mean and s.e.m. unless otherwise indicated in the figure legend. The experiments were not randomized, and the investigators were not blinded to allocation during the experiments and outcome assessment. No statistical method was used to predetermine sample size. No data were excluded from the analyses. For the in vivo studies, before treatment initiation, mice bearing tumors were randomized. Tumor size was not measured at the time of randomization. For the tumor growth studies, the data shown represent independent experiments with biological replicates. For the in vitro studies, including the growth curves, Seahorse analysis and western blots were performed at least twice; the representative data of one experiment was presented. For the LC–MS and GC–MS, experiments were repeated twice with at least three biological replicates. IHC images represent a randomly selected image of a single biological sample. For all experiments, data distribution was assumed to be normal, but this was not formally tested. A Student’s two-tailed unpaired *t*-test was used for the experiments with two groups unless otherwise indicated. For multiple group comparisons, a one-way or two-way ANOVA was performed, followed by a Tukey or Holm-Šídák test unless otherwise indicated in the figure legend. The box plots extend from the 25th to 75th percentile. The whiskers represent the smallest to largest values. The line in the middle of the box represents the median. Data were considered significant if *P* < 0.05; exact values are shown in each figure legend or in the source data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary

### Source data

Source Data Fig. 1 Data source and statistics.

Source Data Fig. 2 Data source and statistics.

Source Data Fig. 3 Data source and statistics.

Source Data Fig. 4 Data source and statistics.

Source Data Fig. 5 Data source and statistics.

Source Data Fig. 6 Data source and statistics.

Source Data Extended Uncropped gels.

Source Data Extended Data Fig. 1 Data source and statistics.

Source Data Extended Data Fig. 2 Data source and statistics.

Source Data Extended Data Fig. 3 Data source and statistics.

Source Data Extended Data Fig. 4 Data source and statistics.

Source Data Extended Data Fig. 5 Data source and statistics.

Source Data Extended Data Fig. 6 Data source and statistics.

Source Data Extended Data Fig. 7 Data source and statistics.

Source Data Extended Data Fig. 8 Data source and statistics.

Source Data Extended Data Fig. 9 Data source and statistics.

Source Data Extended Data Fig. 10 Data source and statistics.

## Data Availability

The RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession no. GSE236225. The processed metabolomic data (GC–MS and LC–MS) generated in this study are provided in the source data. The LC–MS data have been deposited in the National Metabolomics Data Repository (https://www.metabolomicsworkbench.org/) under studies ID: ST002847, ST002853 and ST002855. All other data supporting the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Targeting pancreatic cancer metabolic dependencies through glutamine antagonism
**Source:** Nat Cancer. 2023 Oct 9;5(1):85–99. doi: 10.1038/s43018-023-00647-3

Figure 5g

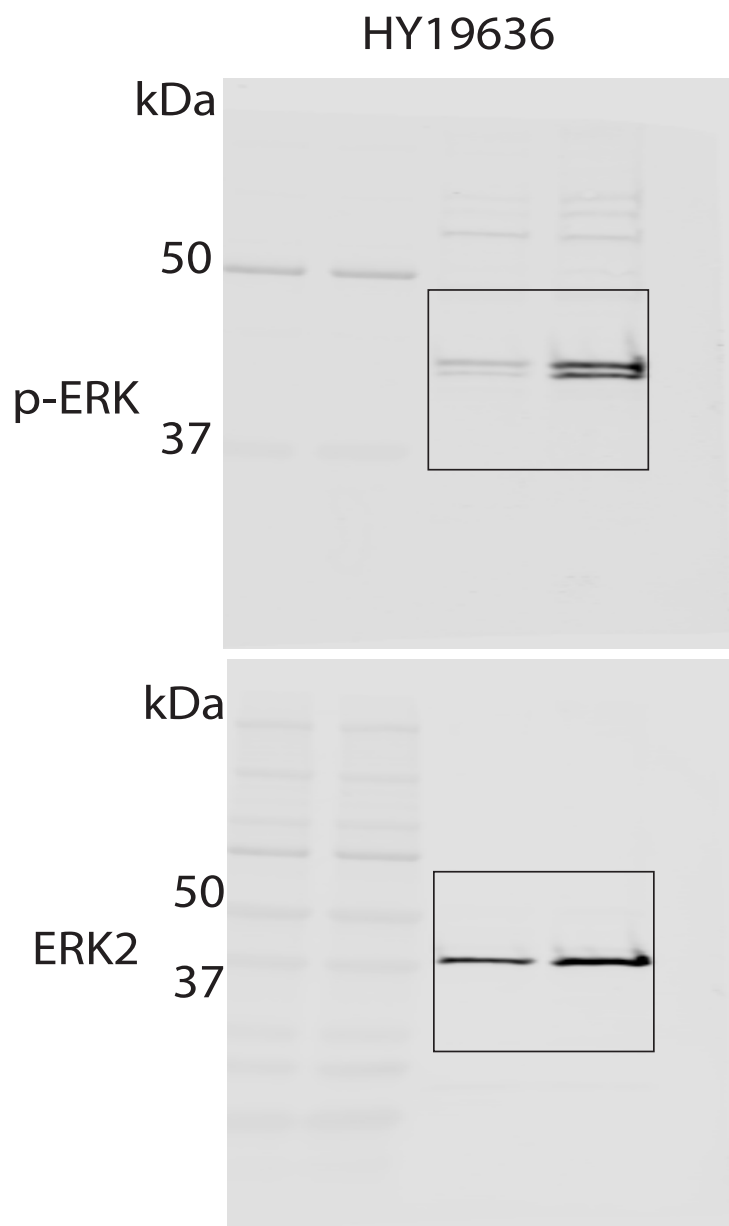

Image obtained through Licor.

p-ERK (CST 4376, 1:1,000)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

Figure 5g

PaTu-8988T

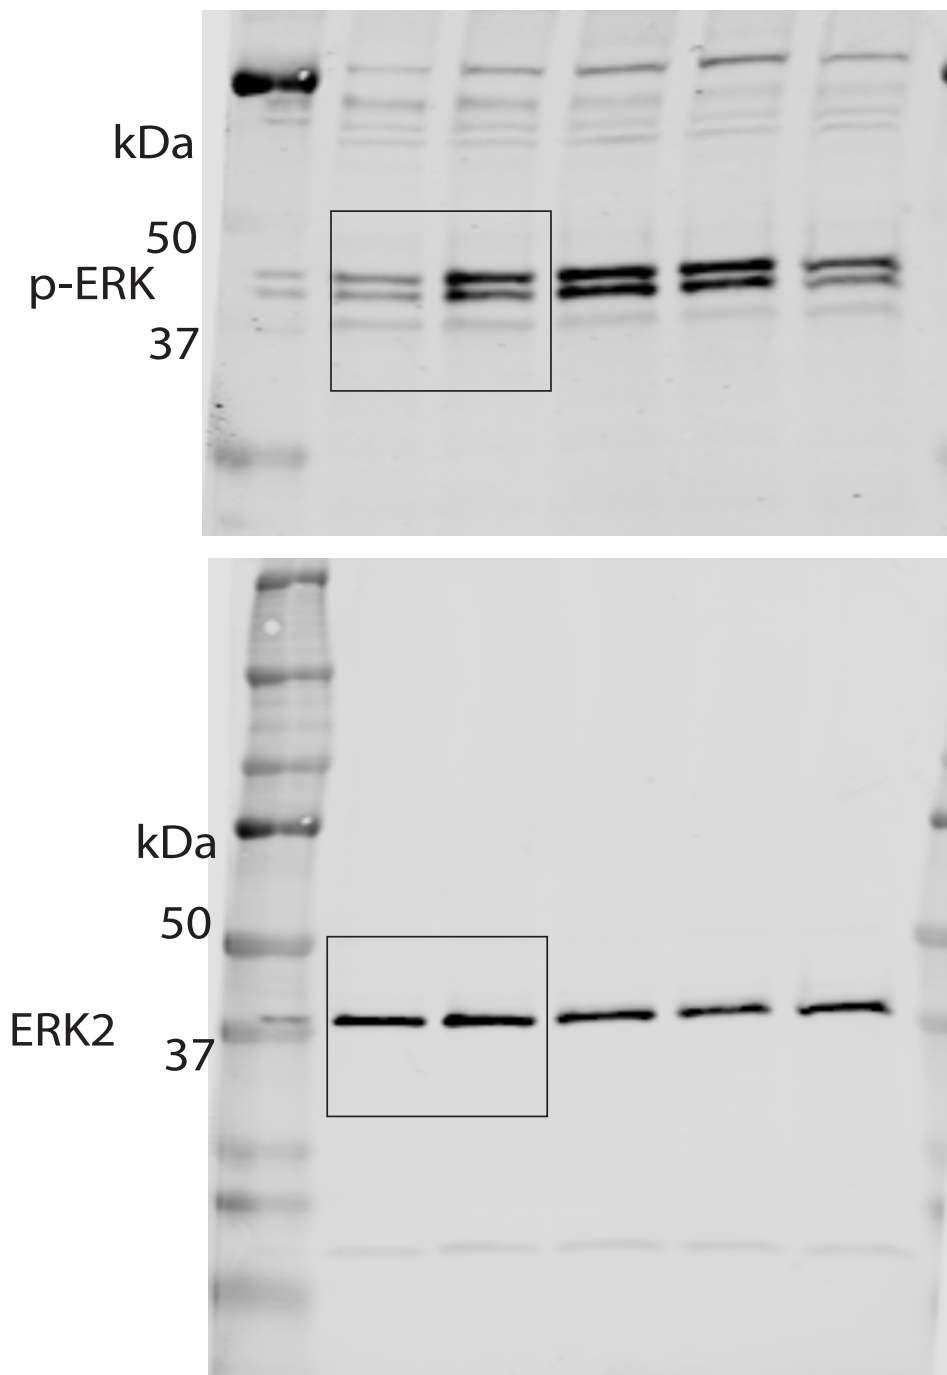

Image obtained through Licor.

p-ERK (CST 4376, 1:1,000)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

Figure 5g

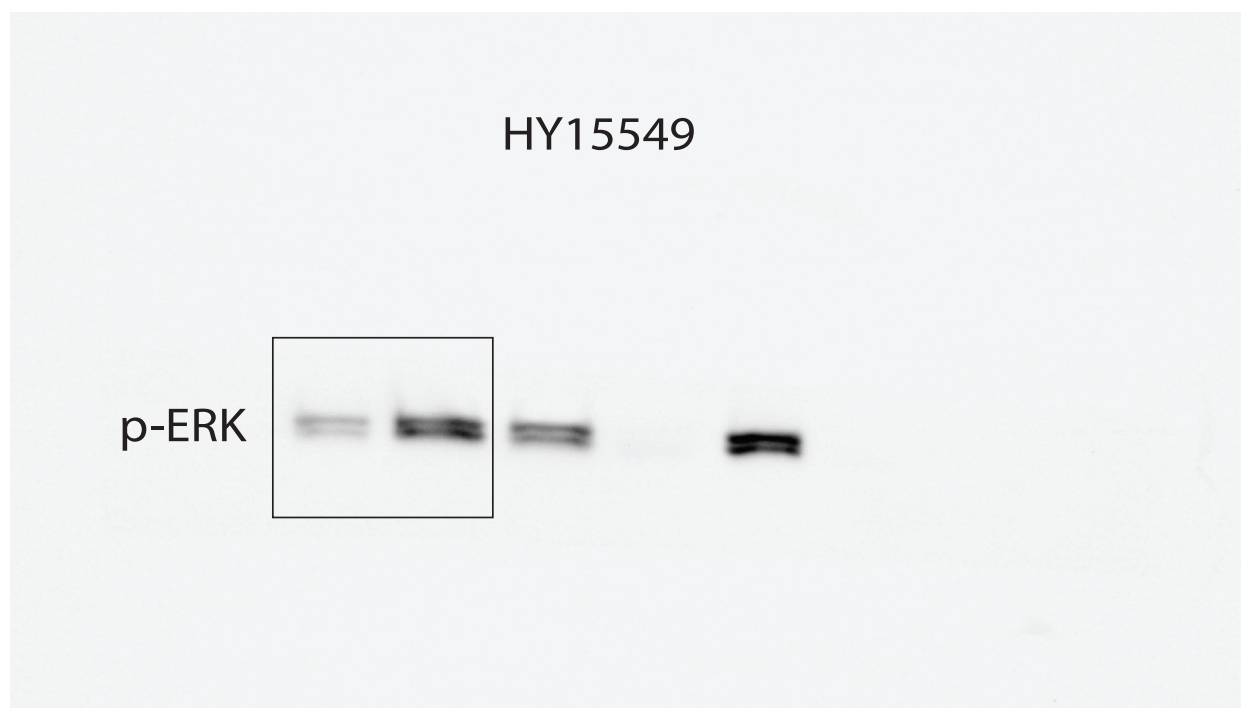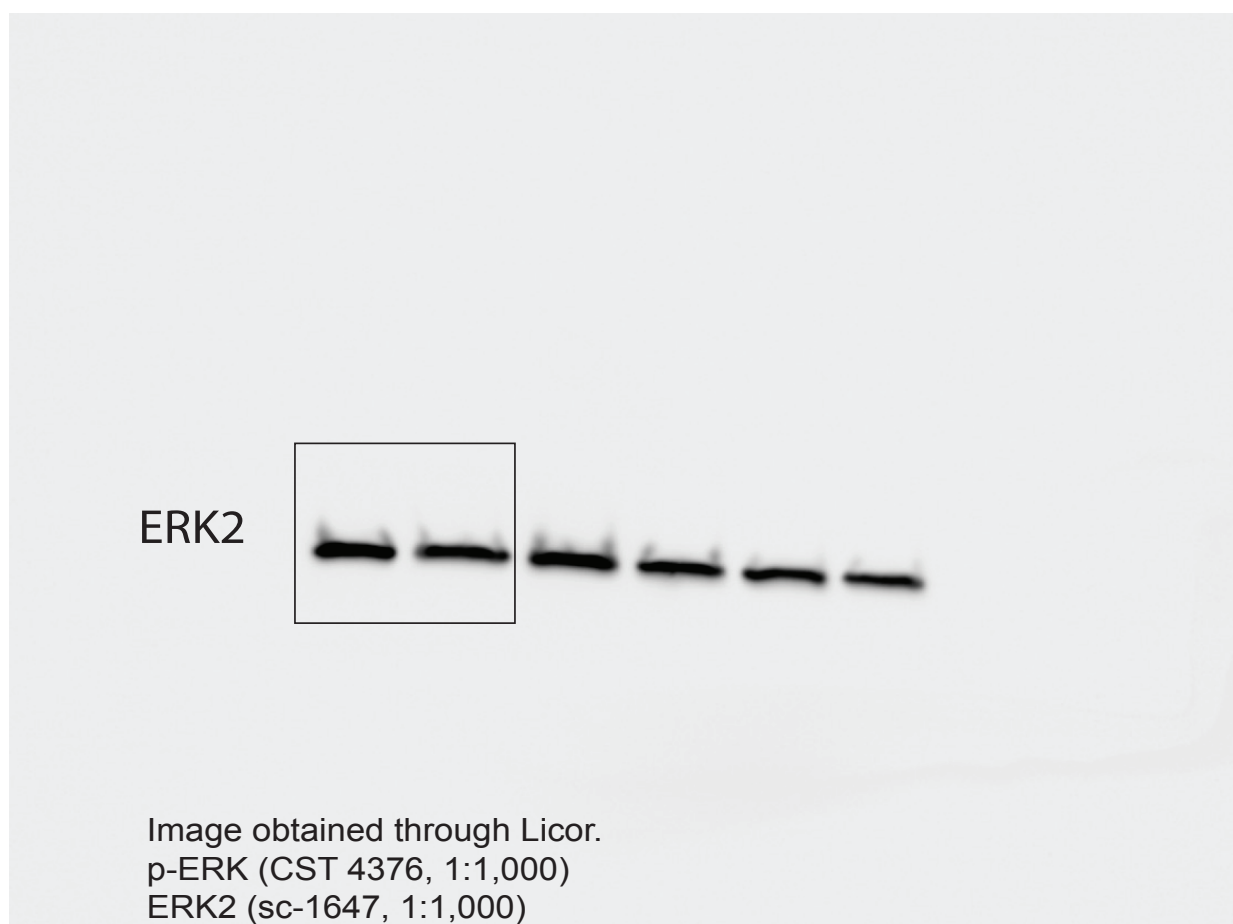

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody  
IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

# Extended Fig 6c

Phospho-eIF2 $\alpha$  (Ser51)  
(CST, 3398, 1:1,000)

p-eIF2 $\alpha$

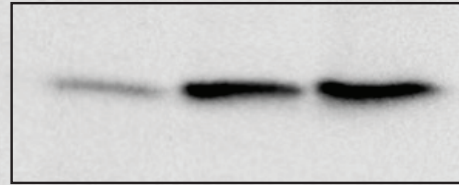

ATF4 (CST, 11815,  
1:1,000)

ATF4

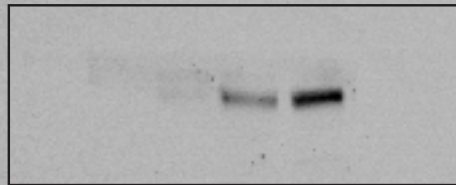

ERK2

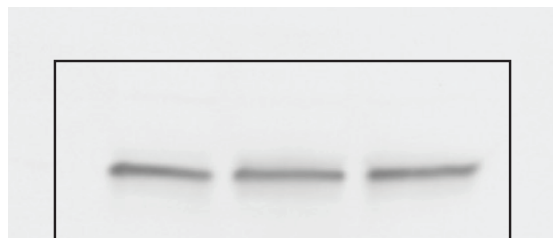

# Extended Fig 6f

\*

Anti-O-Linked  
N-Acetylglucosamine antibody  
[RL2](ab2739)

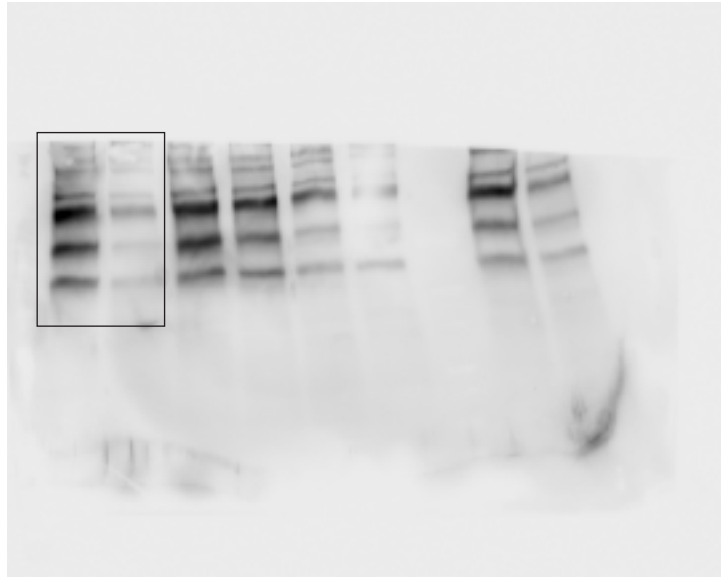

ERK2

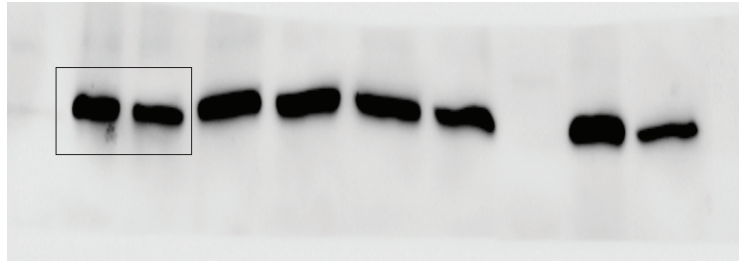

\*

Same membrane as in Extended Figure 10e.  
Gel was probed for p-ERK and ERK2, then reprobbed for  
Anti-O-Linked N-Acetylglucosamine antibody

# Extended Fig 9a

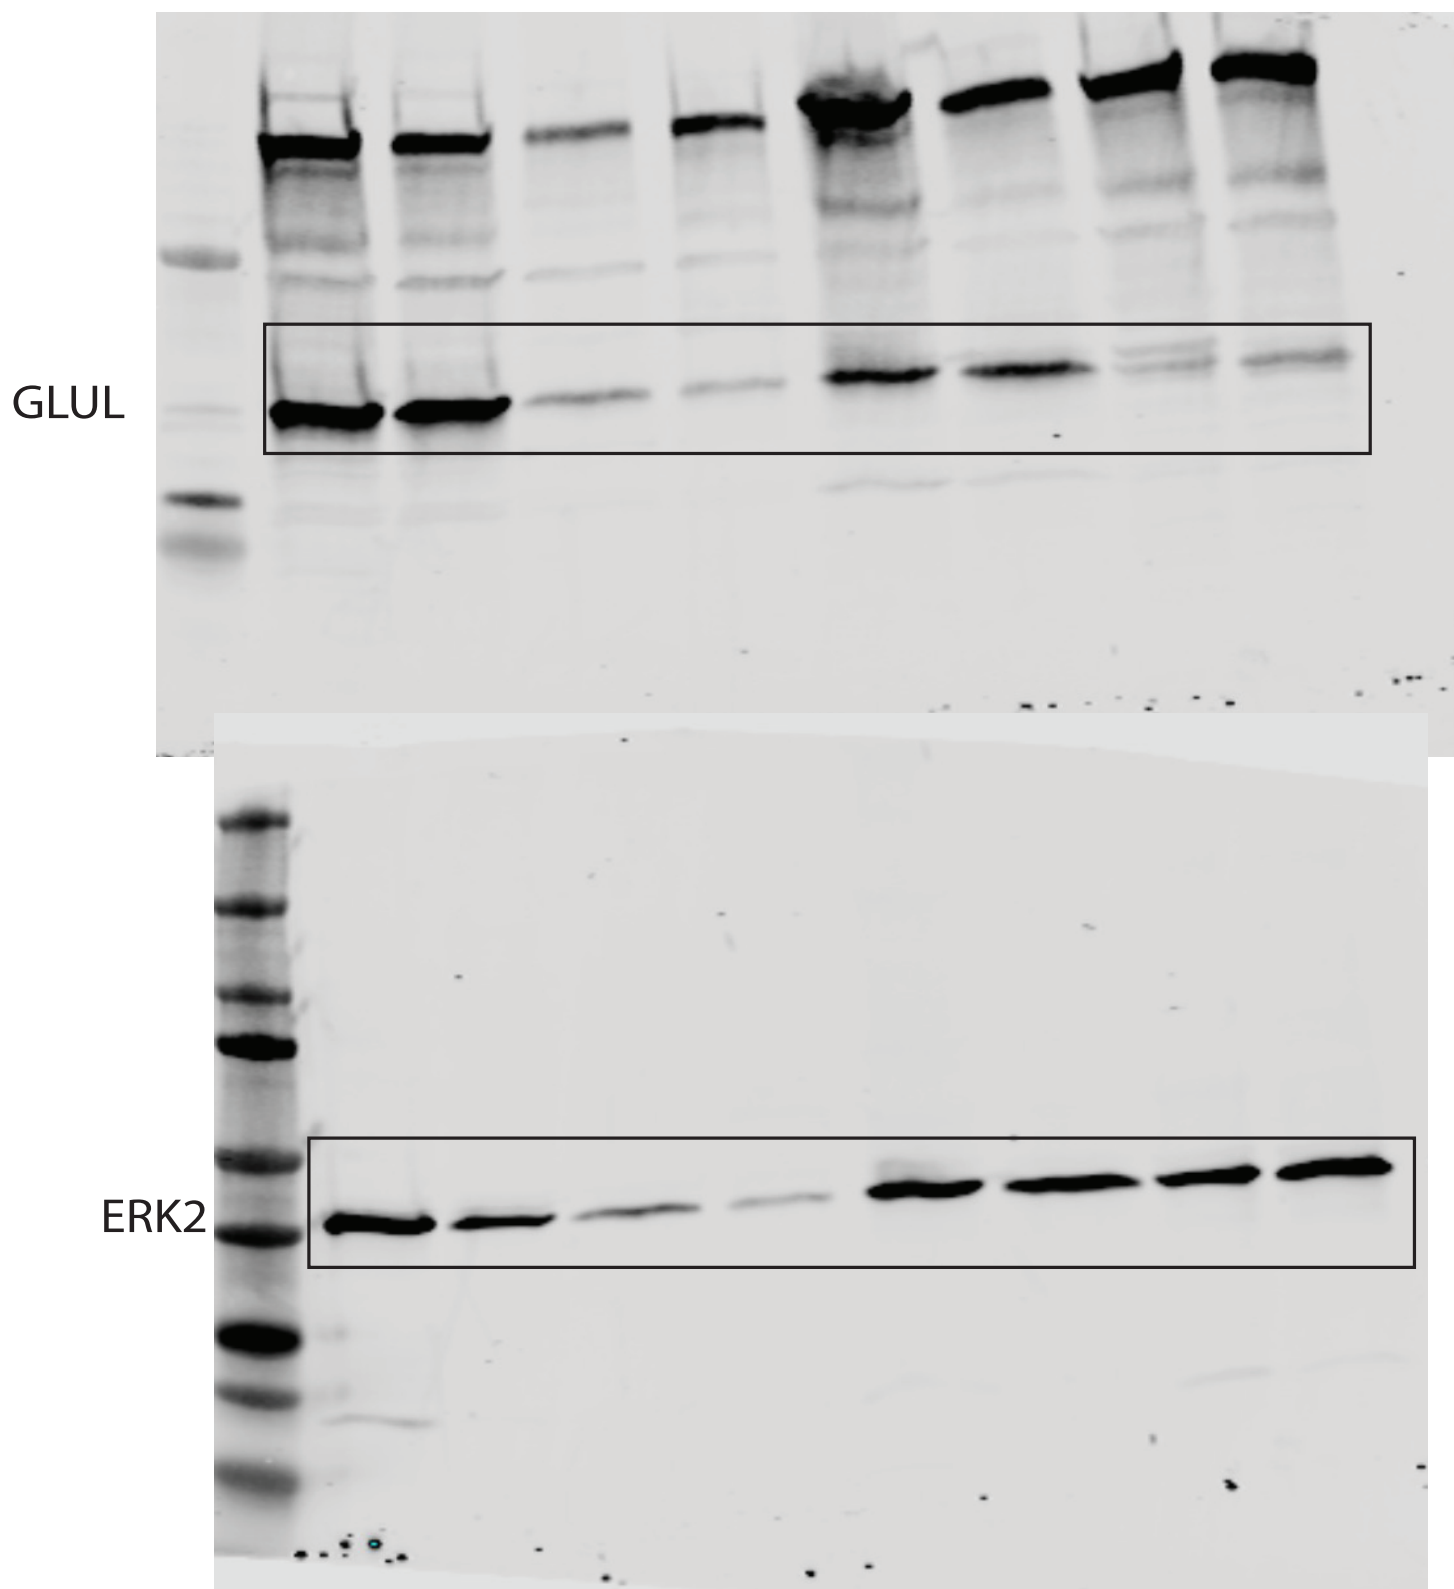

Image obtained through Licor.

GLUL (Abcam, ab228590)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

# Extended Fig 9b

GLUL

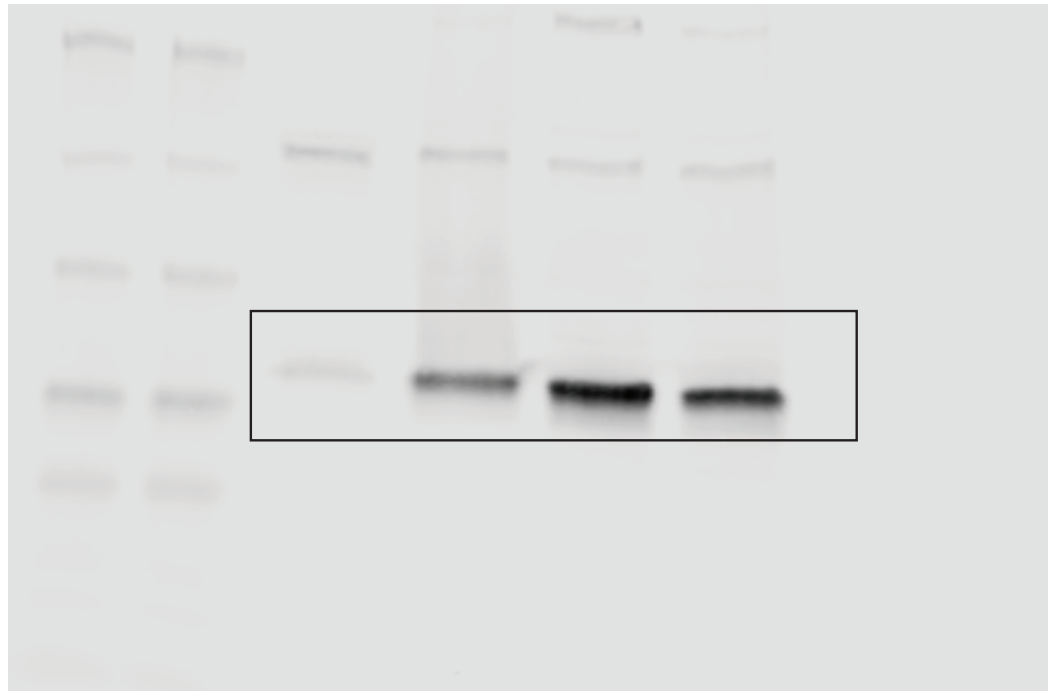

ERK2

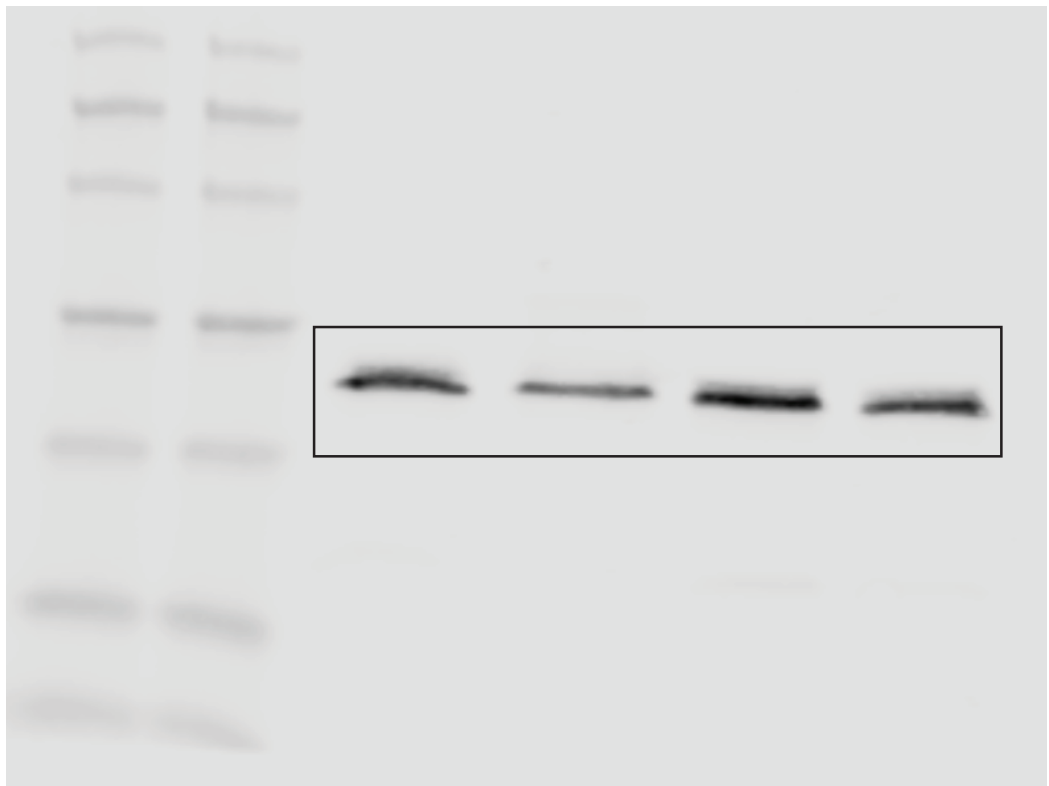

Image obtained through Licor.

GLUL (Abcam, ab228590)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

# Extended Fig 10e

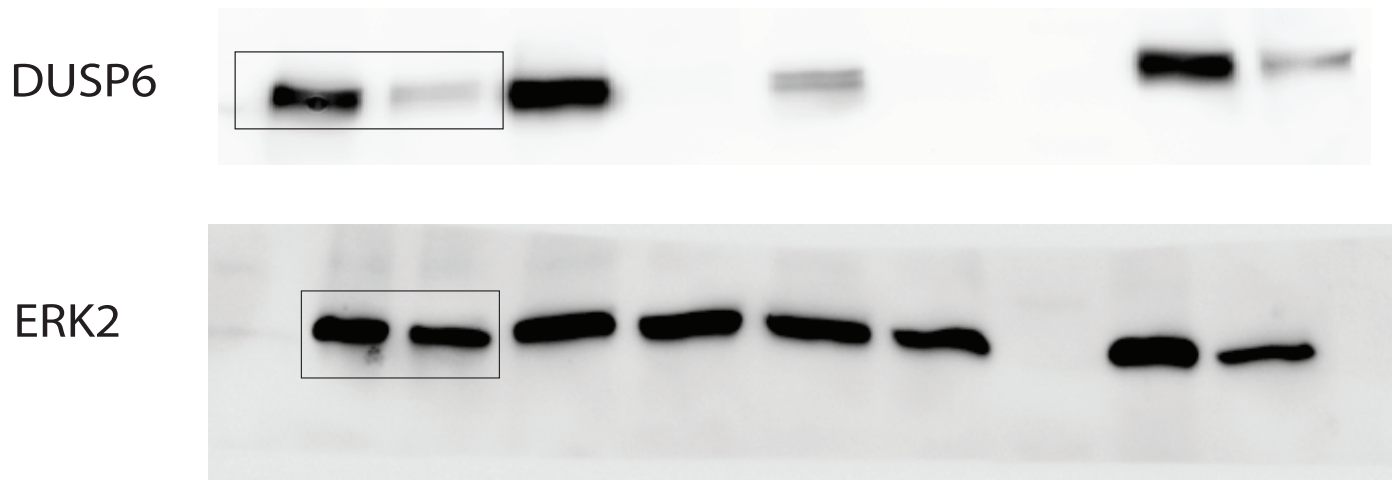

Image obtained through Licor.

DUSP6 (Abcam, A2D4, 1:1,000)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

Same membrane as in Extended Figure 6f.

Gel was probed for p-ERK and ERK2, then reprobed for  
Anti-O-Linked N-Acetylglucosamine antibody

Extended Fig 10f

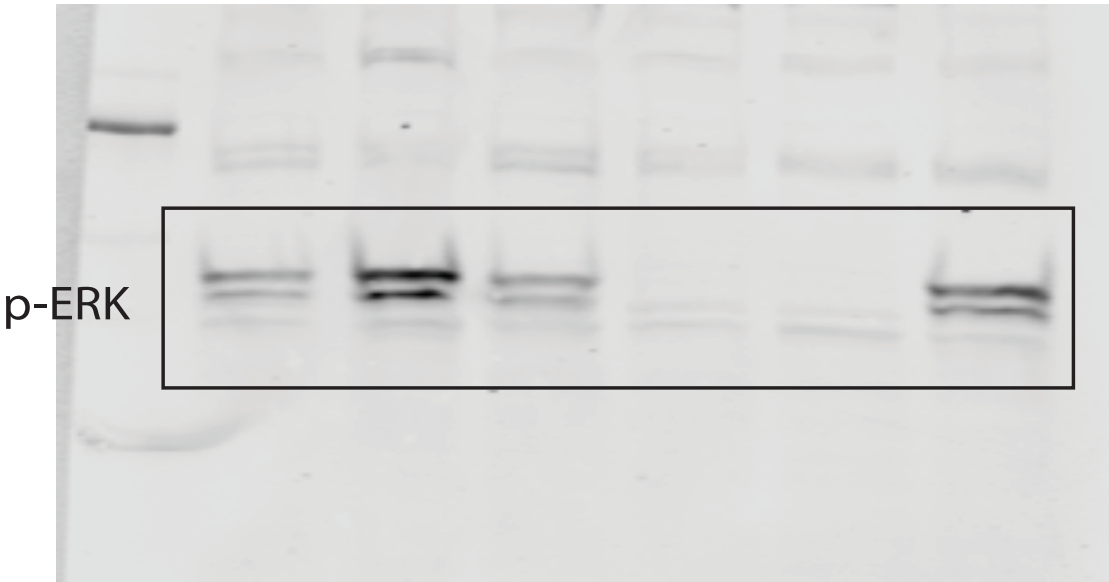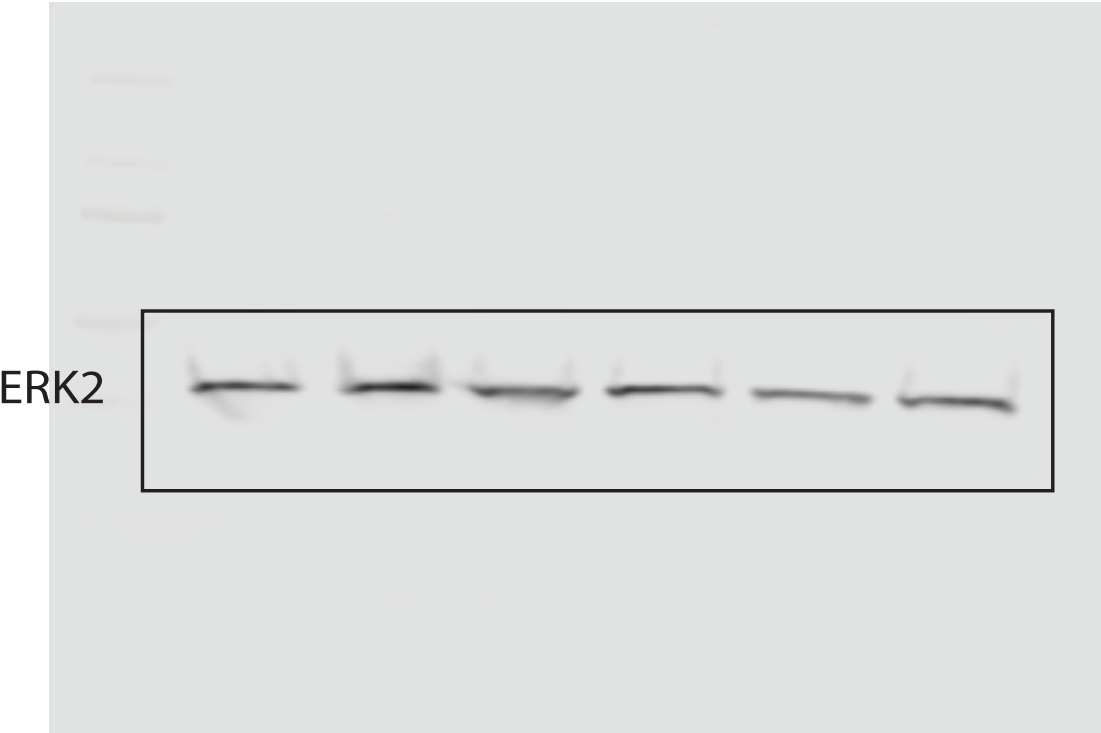

# Extended Fig 10g

p-ERK

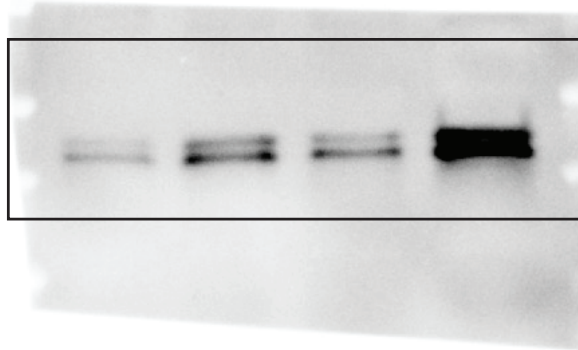

ERK2

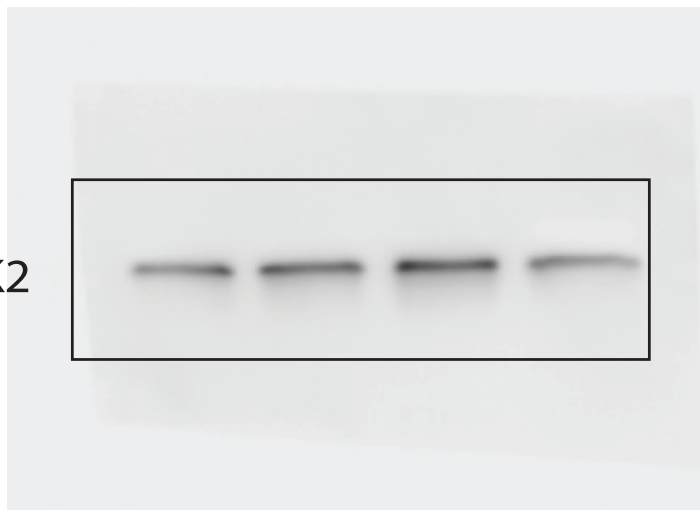

Image obtained through Licor.

p-ERK (CST 4376, 1:1,000)

ERK2 (sc-1647, 1:1,000)

IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody

IRDye® 680RD Goat anti-Mouse IgG Secondary Antibody

# Extended Fig 10h

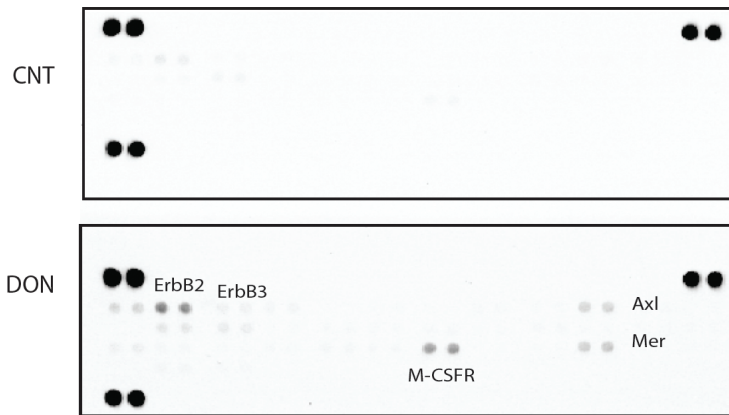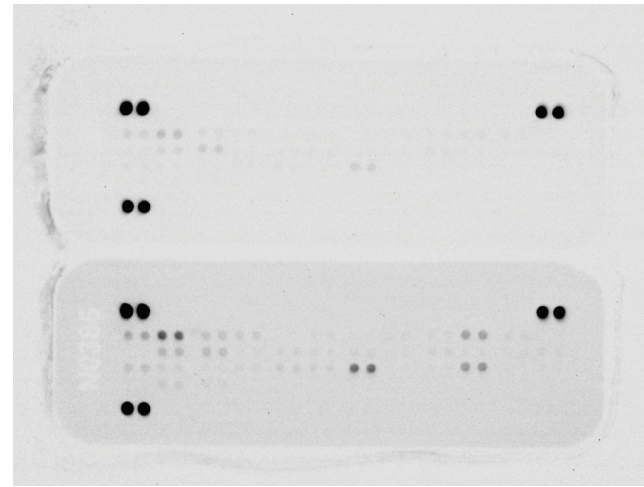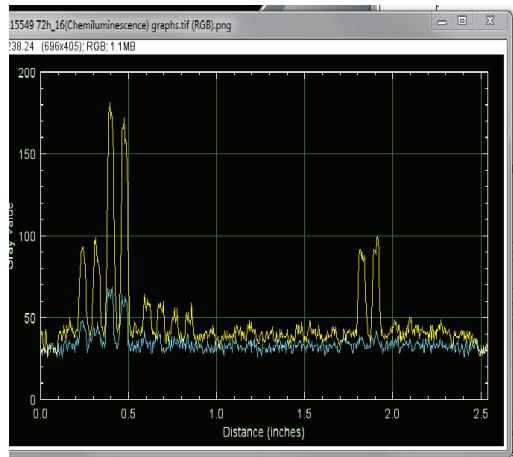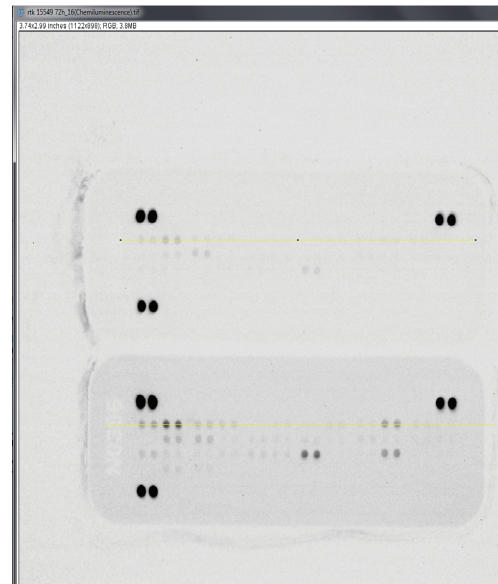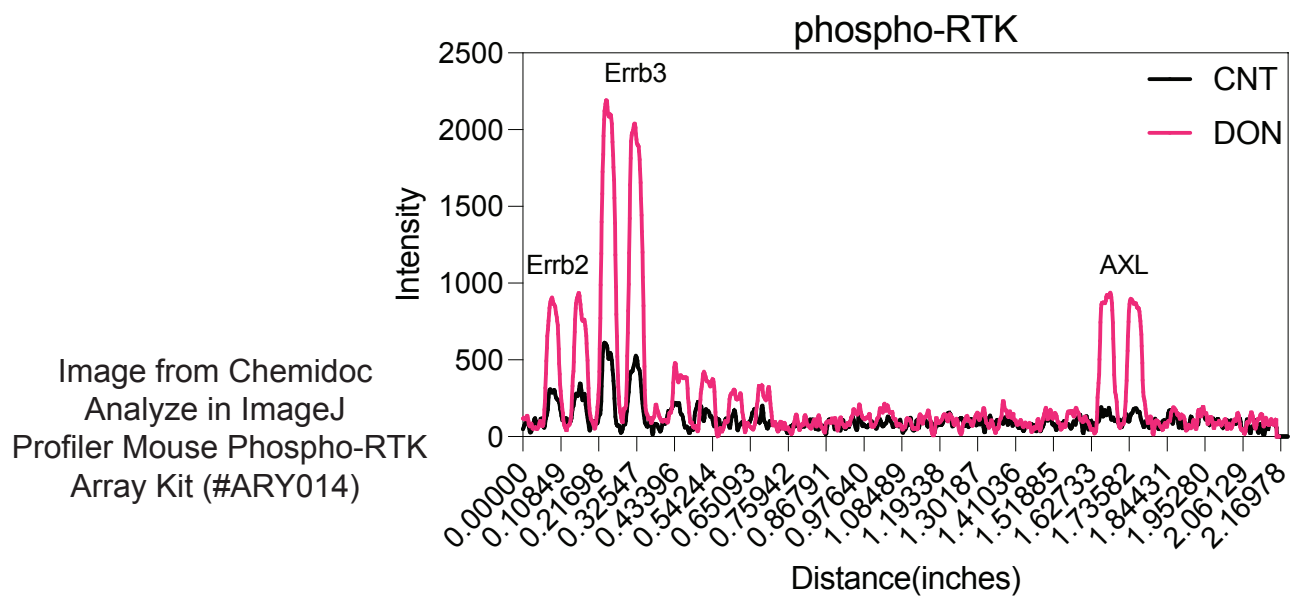

Extended Fig 10i

PaTu-8988T  
phospho-RTK

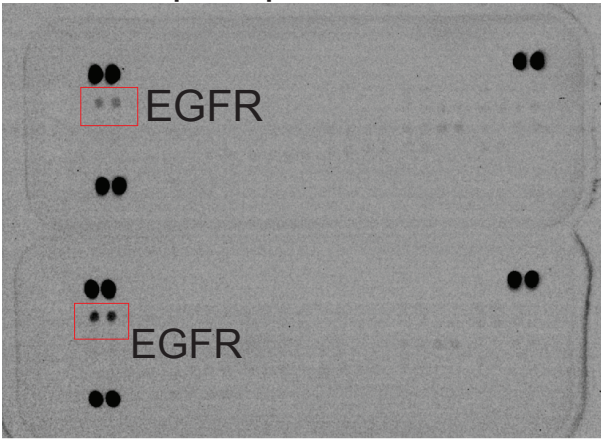

PaTu-8902  
phospho-RTK

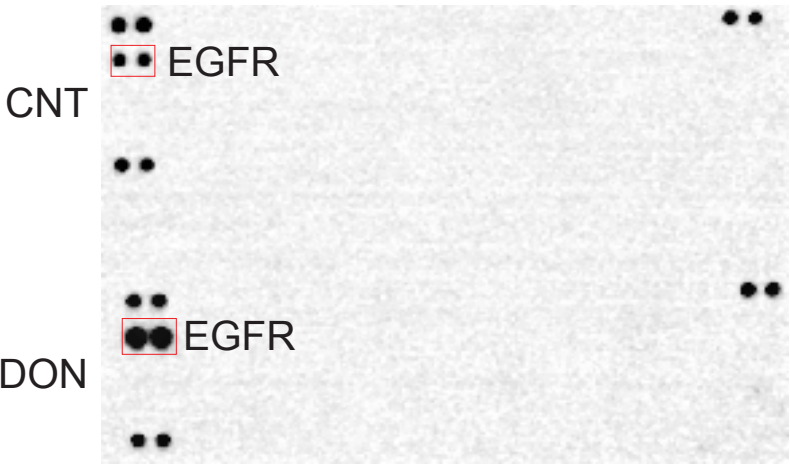

PANC1  
phospho-RTK

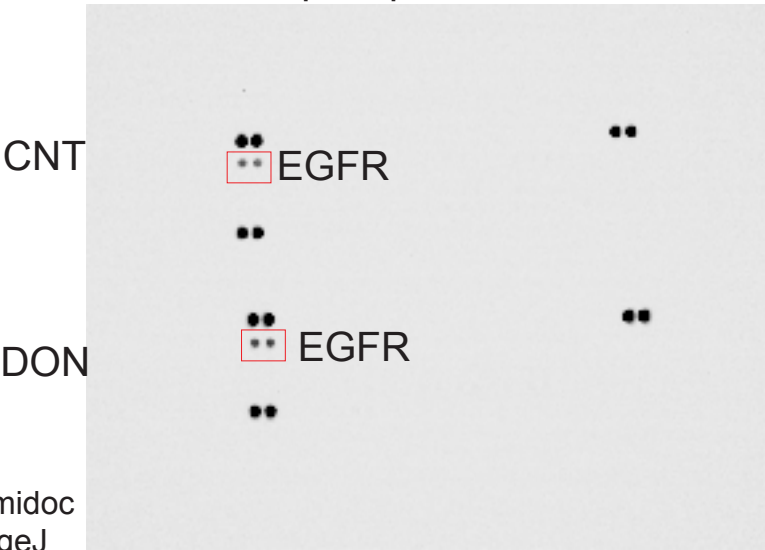

Extended Fig 10j

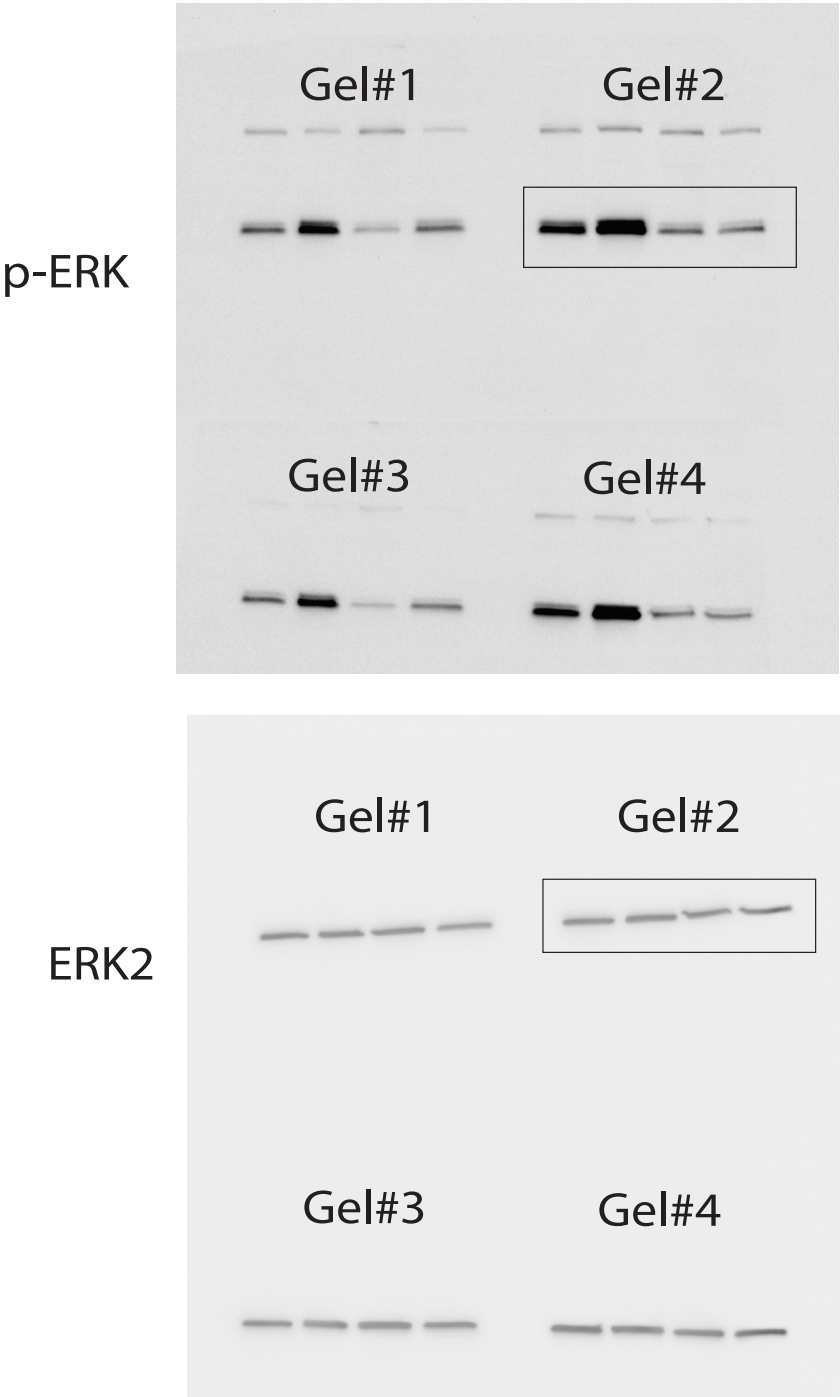

# Extended Fig 10k

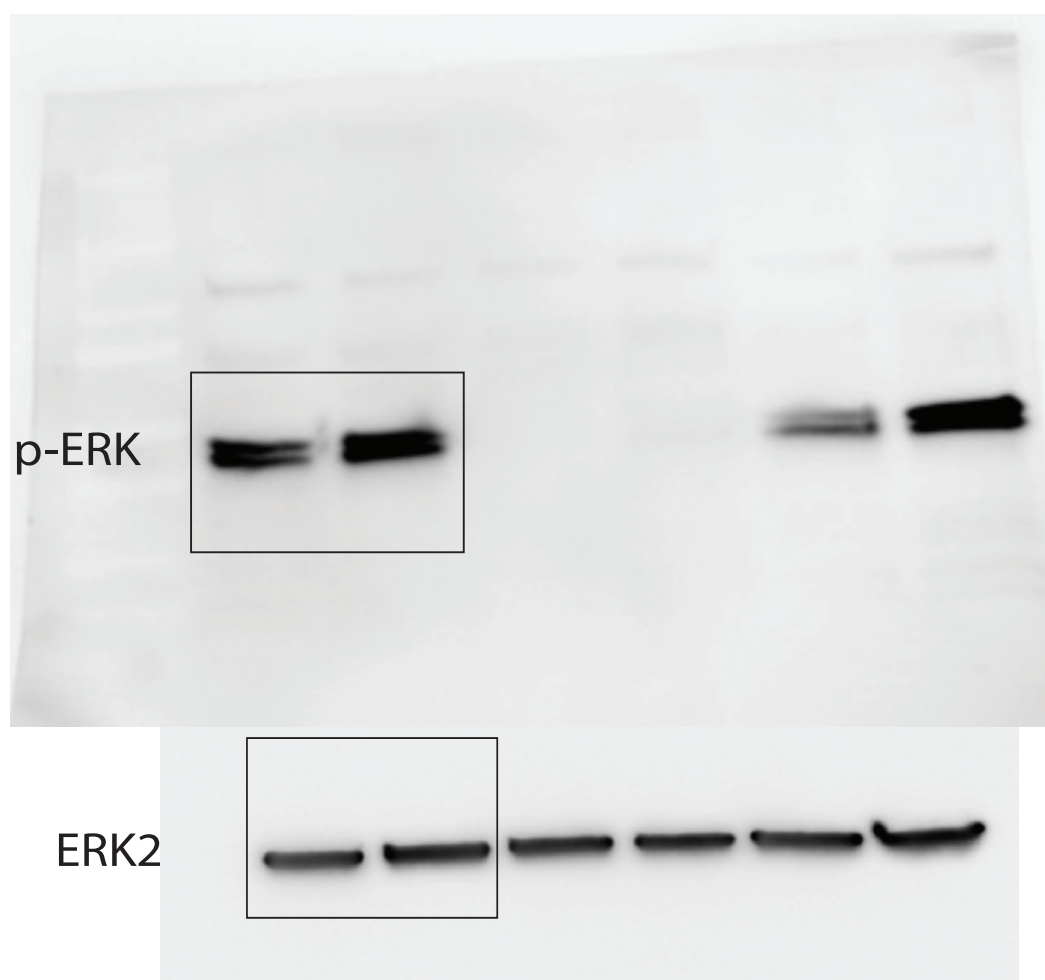

**Supplement:** Supplementary file 8 — Uncropped gels.

How the deposited data were processed for this re-analysis (not part of the article)

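RNA from 15 samples in 5 groups of 3 was analyzed: HY19636 cells treated with DON, kept without Gln or left as controls, and orthotopic HY19636 tumors of mice given DRP-104 or vehicle. According to the methods, Novogene made the libraries, aligned the reads with HISAT2 and ran DESeq2 for the authors. The paper's text does not state versions, the genome build, the counting tool or the use of strand. Gene coordinates in the authors' FPKM table match GRCm38.

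The deposited signal in the 3 comparison tables is the gene count divided by 1 DESeq2 size factor per sample, estimated within each table. The authors' FPKM table has columns for DRP-104 and vehicle tumors only, normalized for gene length and library size. These columns are not matched to the tumors of the normalized counts. A second tumor table holds the same bytes as the one used, and further FPKM tables hold the same values or their group means and were not used here. Each deposited value was divided by the worth of 1 read in its column, with a tolerance of 0.0051, and the result was a whole count for nearly all values, with the lowest share, 99.9866%, in DRP-104 tumor 2. The size factors equaled those of the median-of-ratios method to the rounding of the values. Reads of the 3 control libraries recovered from both culture tables were the same for 55291 of 55291 genes. Recovery was tested on simulated data in 4 columns and returned 100% of the values. Depth was 25.2 to 48.2 M reads in the 9 culture libraries and 16.3 to 20.7 M in the 6 tumor libraries. Read numbers without molecular identifiers are not independent molecules, so the lower bounds of folds cover counting error only. The limma intervals and limits are built from the spread between libraries.

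Because the deposited values are normalized, limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 was the test of each comparison, on log2(value + 1) of genes with a mean value of at least 10 over the 6 libraries. P-values were adjusted by Benjamini-Hochberg and genes were called at an adjusted p-value under 0.05. Coefficients were treated minus control, with only the 6 libraries of the comparison in each fit. DON and Gln-free cells were compared on recovered reads of the 9 culture libraries, scaled together by median-of-ratios size factors. The difference between the treatment effect in tumors and in cells was an interaction contrast on the deposited values, with each treatment compared within its own table. Both of these had been planned on FPKM, but the FPKM table holds no cells. Comparisons that share the control libraries were set against 20 simulations of unchanged groups.

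Gene sets were tested in the tumors with fgsea 1.28.0 (signal-to-noise ratio of log2(FPKM + 1), minimum SD of 0.2 of the mean, 10000 gene permutations, sets of at least 5 genes, mean FPKM at least 0.5). The sets were Reactome sets that fgsea ships and gene lists for pathways and cell types. Respiratory electron transport stands for the Reactome set that also holds ATP synthesis. The gene ontology and hallmark sets of the paper were not analysed here. Random lists were 10000 draws per list, each gene taken from the 100 genes nearest in mean expression.

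The groups, the tests, the gene lists, the rule for naming genes and the alternatives, apart from those named as added, were set before the data were examined. Genes named are those the paper names at its RNA-seq results or measures by another assay, and the 3 largest rises and falls in each comparison among genes with an adjusted p-value under 0.05, a mean of at least 100 and no overlap between groups. Members of lists reported as a whole were also named, as were genes of the lists that changed in opposite directions after DON and without Gln. Oga and Ogt were chosen after their values were seen. Where all libraries of a group had at most 3 reads, the fold is a lower bound against 3 reads.

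Alternatives were edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on recovered reads, other filters, pseudocounts and thresholds, quantile normalization, the FPKM table for tumors, camera (preset correlation 0.01 or estimated) and fry for gene sets, and leaving out each library in turn. Added after the data were seen were edgeR on recovered reads divided by 2 in each culture comparison, edgeR for DON against Gln-free cells, a further fit of the culture comparisons and the interaction given with the dependence on processing, and the signal-to-noise ratio of the normalized counts for gene sets.

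Each test was first tested on simulated data with 200 changed genes. At the depth and spread of the cultures, limma called 97% of them, and 6.73% of its 208 calls were unchanged genes. At those of the tumors it called 46.5%, edgeR 45% and DESeq2 68.5%. A simulated set of 30 raised genes was called, and 0 of 20 random sets were. Each gene was drawn independently in this simulation. It therefore does not measure the error rate of the set test for genes that vary together. Tables were handled in Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.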

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

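The limma comparisons, the gene lists, the dilution test and the comparisons with random lists were set before their results were seen. The other tests in this part were chosen only after the result was seen.

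The effect of treatment differed between tumors (DRP-104 against vehicle) and cultured cells (DON against control) for 4989 of 15070 genes (limma, adjusted p-value under 0.05), of which 2875 were higher and 2114 lower in tumors than the effect in cells. The 7 integrated stress response genes named by the paper were all lower, over all genes and adjusted over the list alone, by -0.95 (Atf6, adjusted p = 0.00339) to -4.20 (Ddit3, adjusted p = 5.27e-07) on the log2 scale. In the tumors themselves, Ddit3 had a log2 fold change of 0.44 and Gadd45a of -0.55, and neither passed the threshold. As many genes were called in 11 of 100 splits drawn from the 12 libraries, the real one included, and 12 of the 100 kept DON and control cells apart. A count of this size therefore did not need the real grouping of the tumors. Host cells in the tumors could dilute a response of the tumor cells. With the share of tumor cells taken from 12 epithelial transcripts (median ratio of vehicle tumors to control cells 76.9%), the diluted DON response of 7 of 7 genes lay above the upper 95% limit measured in the tumors, and so did all 7 at the lower quartile of 49.9%. The share would have to be under 29.0% for Atf6 and under 1.77% for Gadd45a. The share is rough, since the ratio ranged from 0.298 to 12.2 over the 12 genes. The dose, the time after the last dose and the surroundings of the cells differ between the experiments, and these biological differences stay open and untested.

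Transcripts of the 22 listed cholesterol synthesis genes, which the paper does not report on, were lower after DON (median log2 fold change -1.53, range -2.27 to -0.54) and without Gln (median -2.05, range -4.22 to -0.42). All 22 were called in both comparisons by limma, over all genes and adjusted over the list alone, with no overlap between treated and control libraries, where chance gives 10%. The medians under quantile normalization were -1.43 and -2.02, so the fall is not particular to the size factors of the authors. Neither scaling would show a shift shared by all genes. Expression level does not account for the fall. Of 10000 random lists matched on mean expression, 0 had a median as low in either comparison. That is a share of 0.0001, the smallest they can give. Both comparisons use the same control libraries and are not independent. Between the treatments themselves, 13 genes were higher and 1 lower after DON than without Gln, with a median difference of 0.54. In the tumors the median was -0.05 (range -0.39 to 0.45), and in the test of tumors against cells 21 of 22 genes differed, with a median of 1.41. GC content and gene length were not tested. Reduced transcription of this pathway when Gln use is blocked or Gln is withdrawn may be biological, and stays a hypothesis found and tested on the same libraries. Slower growth of the treated cells is another biological explanation, which was not tested.

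Cd8a had 501 normalized counts (511 reads) in DRP-104 tumor 3 and at most 1.79 in the other 5 tumors, and at most 8 reads in any FPKM column. All 12 listed T cell genes were highest in that tumor, by a median log2 ratio of 2.84 to the highest other tumor. Among the most abundant, Lck had 186 normalized counts against at most 33.1 elsewhere, Cd3g 184 against 6.26 and Trac 169 against 52.4. Cultured cells reach a mean of 10 for 2 of the 12 genes. Low depth gives no such rise, since DRP-104 tumor 3 had 18.5 M reads. The 12 of 12 genes are consistent with RNA from T cells in that sample. Whether they lay in the tumor or in lymph node tissue beside it cannot be told apart, because B cell genes varied in vehicle tumors too. Of the 9 B cell genes, 6 were highest in DRP-104 tumor 3, by a median log2 ratio of 0.59 over the list, and Ighm had 651 normalized counts there and 1189 in vehicle tumor 1 (0 of 9 reach a mean of 10 in cultured cells). A response to DRP-104 stays open and was not tested, since 1 tumor of 3 carries the signal. The paper states no increase of CD3 or CD8 staining in DRP-104 tumors (Fig. 3a,b).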

How the results depend on the processing

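The counts of splits and the block by column name in this part were chosen only after the results were seen.

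The number of genes called stayed within 1.5 times the reported one in each alternative run for DON (7706 to 9660 genes) and for Gln withdrawal (7916 to 9683), with 8344 to 9660 and 8460 to 9683 in the fits that each left out 1 library. The lowest of all came from the threshold of 0.01. The direct difference between DON and Gln-free cells stayed between 7773 and 9237 genes and the interaction between 4016 and 5403. The 7 integrated stress response genes were called higher in every alternative of both culture comparisons. In the added runs of edgeR on reads divided by 2, 9303 genes were called after DON and 9310 without Gln, and edgeR on the recovered reads called 8600 between the treatments.

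In tumors, DESeq2 called 56 genes, and every other alternative called 0, with 371 (without vehicle tumor 2) to 1233 (no filter on low values) genes at an unadjusted p-value under 0.05. The cause was not tested, but DESeq2 also called more unchanged genes in the simulated tumors (28.6% of 192 calls). The log2 fold change of Egfr reversed in the FPKM table (0.10) and ranged from -0.36 to 0.24 across the fits that each left out 1 tumor, the positive value without DRP-104 tumor 3. The FPKM columns are other profiles than the normalized counts, so a reversal there is not a change of method alone.

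Tumor fold changes of other named genes also reversed, none past the threshold in any alternative. Atf4 (-0.03) was 0.019 with edgeR, 0.021 with DESeq2, 0.012 under quantile normalization and 0.13 in the FPKM table, and Dusp6 (-0.03) was 0.014 under quantile normalization and 0.024 in the FPKM table. The FPKM table also reversed Atf5 (-0.12 to 0.56), Atf6 (-0.18 to 0.062), Ppp1r15a (-0.32 to 0.19), Axl (-0.46 to 0.21), Erbb3 (1.11 to -0.20), Glul (0.05 to -0.22) and Mki67 (0.02 to -0.39). With 1 tumor left out, Atf3 (0.18) ranged from -0.14 to 0.54, Atf4 from -0.20 to 0.23, Atf5 from -0.34 to 0.22, Dusp6 from -0.10 to 0.086, Erbb2 (0.13) from -0.083 to 0.31, Glul from -0.20 to 0.26 and Mki67 from -0.084 to 0.087. The sign changed without DRP-104 tumor 3 for Atf4 (0.23), Atf5 (0.22), Erbb2 (-0.083), Glul (-0.20) and Mki67 (-0.084). It changed without vehicle tumor 3 for Atf3 (-0.14), Atf4 (0.035), Glul (-0.19) and Mki67 (-0.034), without DRP-104 tumor 1 for Atf3 (-0.0077), without vehicle tumor 1 for Atf5 (0.025), and without DRP-104 tumor 2 (0.037) or vehicle tumor 2 (0.086) for Dusp6. In cells without Gln, Ogt (-0.07) ranged from -0.13 to 0.034, the positive value without control column 3. The cause was not tested.

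Of the gene sets, 3 were called in the FPKM table, 7 when ranked by the limma statistic of the normalized counts, 8 with camera at its preset correlation, 0 with camera at an estimated correlation, 0 with fry and 1 with the signal-to-noise ratio of the normalized counts, which was chosen after seeing the data. Leaving out 1 column gave 3 to 6 sets, 6 without vehicle column 1 and 5 without vehicle column 2. Of the 8 sets camera called, 0 held under fry or the estimated correlation. Values of camera and fry are mean statistics of the set and not enrichment scores. On the normalized counts, in the order limma ranking, camera at either correlation, fry and signal-to-noise ratio, ERK immediate early genes had -1.27, -0.57, -0.61 and -1.02, and Signalling to ERKs -1.72, -0.51, -0.55 and -0.99. In the same order, mesenchymal genes had -2.27, -1.47, -1.51 and -1.67, and mitochondrially encoded genes 2.04, 1.495, 1.45 and 1.53. All of these reverse the FPKM result. The signal-to-noise ratio also reversed oxidative phosphorylation (0.63) and Respiratory electron transport (0.58). With 1 FPKM column left out, ERK output genes ranged from -0.86 to 0.80 (0.80 without DRP-104 column 1), ERK MAPK targets from -0.79 to 0.48 and the RAF cascade from -0.65 to 0.59 (both highest without vehicle column 3). The cause was not tested. Over 70 results, each a named gene in 1 comparison or a gene set and without Egfr in tumors, 720 alternative values kept direction and side of the threshold, 56 reversed, 15 no longer passed the threshold and 5 newly passed it.

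Samples of the groups share numbers, and same-numbered samples did not deviate together. The correlations of their deviations were -0.27, 0.04 and -0.36 for tumors 1 to 3 and -0.03, 0.0028 and 0.07 for DON and Gln-free cells, so the numbers do not pair the samples. With the replicate number as a block, 0 genes were called in tumors (557 at an unadjusted p-value under 0.05), Egfr had -0.14, fry called 0 sets and 9237 genes differed between DON and Gln-free cells. Under that block the set values were -0.70 for ERK immediate early genes, -0.51 for Signalling to ERKs, -1.69 for mesenchymal genes and 1.74 for mitochondrially encoded genes. The control columns of the cultures are numbered, but under a name that is not the control samples' title, so the number in the column name served as a block only in fits chosen after seeing the data. There the block gave 9216 genes after DON, 9056 without Gln and 4075 for the interaction, and 7 of 7 integrated stress response genes in both culture comparisons. By that number, the correlations of deviations were 0.023, 0.0031 and 0.033 for DON and control cells and 0.027, -0.025 and -0.032 for Gln-free and control cells. Not run was the FPKM table for the cells, which it does not hold.

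Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes after DON, and the same held without Gln (1 of 10) and for DON against Gln-free cells (1 of 10). Every other split of these 3 comparisons called 0 genes, with at most 204 genes at an unadjusted p-value under 0.05 after DON and 91 without Gln. The share of splits cannot fall under 0.1 with 3 against 3, which limits the share and not the size of the gap between the real split and the others. In tumors 10 of 10 splits gave as many genes as the real one, which is 0, and another split had up to 1219 genes at an unadjusted p-value under 0.05, against 775 in the real one. For gene sets 9 of 10 splits gave as many, with up to 7 sets in another split, so chance cannot be told apart from treatment in the tumor gene sets. In simulated tumors with 200 changed genes, limma called 75% of 4-fold and 18% of 2-fold changes.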

Differences from the paper's values

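In the analysis as reported, the log2 difference of Egfr lay within the error of the paper's value. The means of the integrated stress response genes that were compared equaled the paper's to rounding. No error was available for these means, and Atf3 without Gln was not among them. The 58 genes of the source data of Extended Data Fig. 6a and the 56 of Extended Data Fig. 6b have the same values in the deposited tables. For Egfr, the paper's log2 difference is -0.138 ± 0.388 (SEM) and the value here -0.14. Among the alternatives set before the data were examined, the sign differed from the paper's in the FPKM table (0.10) and without DRP-104 tumor 3 (0.24), and in no other. The paper states unchanged EGFR transcripts without naming the samples in the sentence, and its source values are those of the tumors. In cultured HY19636 cells, Egfr was called lower after DON (-1.63) and higher without Gln (0.73).

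The paper states that ERK signaling, the response to ROS, EMT and oxidative phosphorylation were enriched on DRP-104. With the lists used here, which are not the paper's sets, the response to ROS scored -1.31, nuclear-encoded oxidative phosphorylation -1.18 and Respiratory electron transport -1.34, the direction opposite to the paper's. Among the ERK sets, ERK MAPK targets (-0.54), the RAF cascade (-0.58) and ERK output genes (-0.59) scored below 0, each with an adjusted permutation p of 0.972. Their median log2 changes in FPKM were 0.0104, -0.0543 and 0.0312, in that order. The sign of each score changed when 1 column was left out, so these scores give no direction. ERK immediate early genes (1.504) had the paper's direction, and none of these sets passed the threshold. Signalling to ERKs (0.99) and mesenchymal genes (1.09) had the paper's direction but did not pass the threshold. The settings that did call them called them lower on DRP-104. Ranking by the limma statistic of the normalized counts did so for Signalling to ERKs (-1.72) and mesenchymal genes (-2.27). Camera with its preset correlation did so for mesenchymal genes (-1.47). Both settings also called fibroblast genes (-2.35 and -2.65) and endothelial genes (-1.92 and -1.64) lower. For the mesenchymal genes, a change in host cells can therefore not be told apart from a change in tumor cells. Nuclear-encoded oxidative phosphorylation (0.63) and Respiratory electron transport (0.58) had the paper's direction only with the signal-to-noise ratio of the normalized counts, a setting chosen after seeing the values, and were not called there. Mitochondrially encoded genes, which are oxidative phosphorylation subunits, were called lower in the FPKM table (-1.84). On the normalized counts they were called higher, the paper's direction, by the limma ranking (2.04) and by camera with its preset correlation (1.495), and not under fry or the estimated correlation. No setting that was run called an ERK, ROS, mesenchymal, nuclear-encoded oxidative phosphorylation or Respiratory electron transport set in the paper's direction.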

Other observations

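The limma comparisons, the gene lists and the rule for naming genes were set before the results were seen. So was the comparison of ERK output transcripts with random lists. The other tests in this part were chosen only after the result was seen.

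The paper compares each culture condition with control cells and does not report DON against Gln withdrawal. Their log2 fold changes correlated at 0.717 across 13150 genes, which are not independent replicates. Simulations of unchanged groups against the same 3 control libraries gave a mean of 0.505 and at most 0.524 in 20 draws. Shared controls alone therefore did not reach the correlation measured. The simulations hold no changed genes, so they do not measure what part of 0.717 comes from the shared controls. The sign was the same for 72.7% of genes, against 66.8% in the simulations. Of 6841 genes called in both comparisons, 5891 changed in the same direction and 950 in opposite directions. Compared directly, 8549 of 13514 genes differed (limma), 4188 higher and 4361 lower after DON.

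ERK output transcripts parted the treatments. Their median log2 fold change was -0.75 after DON (2 higher and 8 lower of 10, over all genes and adjusted over the list alone) and 0.58 without Gln (6 higher and 3 lower, by either adjustment). The direct contrast subtracts Gln-free from DON values, and control libraries enter only its scaling, its filter and its estimate of spread. Its median difference was -1.47, with 9 of 10 genes lower and 1 higher after DON by either adjustment. A subtraction of the same control values therefore does not account for it. Quantile normalization gave -1.41, and 0 of 10000 random lists matched on expression had a median as low (a share of 0.0001, the smallest they can give). One gene of the list is also on the list of receptor tyrosine kinases. Genes called in opposite directions were Dusp6 (-1.05 after DON and 0.72 without Gln), Phlda1 (-2.09 and 1.43), Spry2 (-0.54 and 0.97) and Epha2 (-0.48 and 1.57). For ERK immediate early genes the median was -0.58 after DON and 1.63 without Gln, and 10 of 11 were lower after DON in the direct contrast by either adjustment, with a median of -1.44. Fos (-1.23 and 1.63), Fosl1 (-0.65 and 1.73), Egr3 (-1.69 and 0.80) and Dusp5 (-0.37 and 1.67) changed in opposite directions. The paper reports raised ERK activation after DON from assays of protein, and these are transcripts at 24 h. It also reports lower DUSP6 expression after DON, the direction of the Dusp6 transcript here. Lower ERK-dependent transcription after DON than without Gln may be the reason, and stays a hypothesis, since these genes also have other regulators.

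Other listed genes called in opposite directions include the receptor tyrosine kinases Pdgfra (-1.96 after DON and 1.07 without Gln), Met (-1.46 and 0.28), Igf1r (-0.39 and 0.32) and Fgfr1 (1.32 and -1.21). The ATF4 targets Pck2 (1.148 and -1.17), Shmt2 (1.16 and -0.24) and Phgdh (0.57 and -0.25), and Cad (0.31 and -0.68), Gfpt1 (-0.22 and 0.43) and mt-Cytb (-1.37 and 0.83) did so too. Technical explanations were not tested for these genes one by one.

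Oga and Ogt encode the enzymes that remove and add O-GlcNAc, which the paper measures on protein after DON, and they were chosen after their values were seen. Oga had 1125 ± 63.8 normalized counts after DON and 5858 ± 350.1 in control cells, a log2 fold change of -2.38 (standard error 0.0915, adjusted p = 6.93e-11, limma). Without Gln it had 12302 ± 401 against 5571 ± 396, a log2 fold change of 1.14 (adjusted p = 8.53e-08, limma). The direct difference was -3.49 (adjusted p = 8.54e-14, limma). Quantile normalization gave -2.24 after DON and 1.21 without Gln, so these changes of Oga are not particular to the size factors. Neither scaling would show a shift shared by all genes. Ogt rose by 1.88 after DON (adjusted p = 7.71e-10, limma) and had -0.07 without Gln (adjusted p = 0.552, limma), or 0.034 without control column 3, and the direct difference was 1.98 (adjusted p = 7.34e-11, limma). A response of Oga and Ogt to the level of O-GlcNAc may explain the fall of Oga after DON. The rise of Oga without Gln is a measurement that this explanation alone would have to account for, and O-GlcNAc itself is not in these data.

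For genes whose products the paper measures by other assays, log2 fold changes in cells after DON and without Gln were -0.45 and -0.63 for Axl, -1.45 and -1.23 for Erbb2, -3.45 and -2.68 for Erbb3, -1.96 and -1.80 for Glul, and -1.79 and -2.39 for Mki67, each called by limma. In tumors, Erbb3 had 1.11 on DRP-104 (unadjusted limma p-value 0.0101, adjusted 0.916), with 3 of 3 DRP-104 tumors above every vehicle tumor, and -0.20 in the FPKM table.

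The largest rises after DON were Try5 (6.91), Angptl6 (6.18) and Aoc3 (6.04), and without Gln Stbd1 (5.79), Cyp1a1 (4.89) and Ddit3 (4.48), all on the log2 scale. Try5 belongs to a family of near-identical trypsin genes, so its value is uncertain. Among the largest falls, after DON Gjb1 was at least 79.6-fold and Igfbp5 at least 77.0-fold lower, and Krt13 had -7.36. Without Gln, Slc26a9 was at least 250.1-fold and Tjp3 at least 68.2-fold lower, and Hsd17b14 had -6.83.

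ATF4 targets were mostly higher, 32 of 34 after DON with 2 lower (median 1.41) and 28 of 34 without Gln with 5 lower (median 1.145), and the list shares 4 genes with the integrated stress response genes the paper names. ATF6 and XBP1 targets had medians of 0.46 after DON (13 higher, 2 lower of 19) and 0.81 without Gln (17 higher, 0 lower). Proliferation genes were lower, 26 of 27 in each comparison, with medians of -1.79 and -1.87. Hypoxia and glycolysis genes had medians of -1.40 (18 of 22 lower) and -1.41 (19 of 22 lower). These counts are the same over all genes and adjusted over the list alone, except that 1 proliferation gene was then higher without Gln, and each median kept its sign under quantile normalization.

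The FPKM columns and the columns of normalized counts of the tumors are different profiles. Over the 36 combinations of 1 column from each table the correlation of deviations from the gene means was at most 0.469, and 0.0873 at most between columns of the same name, across 10110 genes, which are not independent replicates. Random parts of a single library went together far more closely. Another column order, or another alignment or annotation of the same reads, is therefore unlikely as the whole cause. The treatment effects of the tables correlated at -0.14 over 12703 genes, and of 88 genes with an unadjusted p-value under 0.05 in both, 34 had the same direction. FPKM of other tumors or other RNA of the same tumors stays open. No biological explanation was tested.

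DRP-104 tumor 1 had reads on 17981 genes, against 22140 to 22524 in the other 5 tumors, and 6.42% of its reads were on mitochondrially encoded genes, against 2.20% to 3.19%. Depth does not account for it, since DRP-104 tumor 2 had the fewest reads and 22448 genes. Few molecules amplified before sequencing could give this number. A simulation with 2.32 M molecules gave 17978 genes but only 12 genes with exactly 1 read, where the library has 489 and the others 1583 to 2285, so that explanation fails in this simple form. Damaged RNA, a filter on low values or a different share of cells stay open. So does an effect of DRP-104, which the other DRP-104 tumors of the normalized counts do not show. In the FPKM table, DRP-104 column 1 had the fewest genes with reads, 18450 against 19448 to 20125. It also had the fewest genes with 1 read, 660 against 1129 to 1383. Its mitochondrially encoded genes were low instead of high (mean deviation -2.07), and the column is not matched to DRP-104 tumor 1.

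In the 9 culture libraries, genes with 21 to 50 reads had an even number of reads in 61.8% to 66.7% of cases, against 48.0% to 50.2% in the tumors. An error in recovering the reads is unlikely, since the control reads were the same for 55291 of 55291 genes from tables with different size factors. Counting both mates of a read could give the even share of 61.8% to 66.7%. The number of independent fragments may then be lower than the number of reads. No biological explanation was tested.

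Fibroblast transcripts were lower in the DRP-104 tumors of the normalized counts, with a median log2 fold change of -1.07 over 14 genes. Of these, 6 were called lower adjusted over the list alone and 0 over all genes (limma), and 7 did not overlap between groups, where chance gives 10%. As a set on the normalized counts they were called lower by the limma ranking (score -2.35, adjusted p-value 0.00209), by camera with its preset correlation (3.35e-11) and by the signal-to-noise ratio (score -1.77, adjusted p-value 0.0444), and not under fry or the estimated correlation. In the FPKM table the score was 1.37 (adjusted p-value 0.263). Cultured cells reach a mean of 10 for 3 of the 14, and 2 are on the list of receptor tyrosine kinases. In the FPKM table the list mean was 0.29 higher on DRP-104, with 0 of 3 DRP-104 columns below every vehicle column, which argues against a treatment effect common to both sets of libraries. A smaller share of all host cells in the DRP-104 tumors cannot be told apart from a change in fibroblasts. The fibroblast minus the macrophage list mean lay below every vehicle tumor in 2 of 3 DRP-104 tumors (-0.10, -0.01 and -0.92, against 0.58, 0.48 and -0.03), which decides neither. Endothelial genes had a median of -0.54, with 5 of 9 not overlapping between groups. The paper finds no significant change of CAF markers by staining (Extended Data Fig. 8a–d).

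In the FPKM table, islet cell genes were 0.29, 2.02 and 1.75 in the DRP-104 columns and -0.11, -2.15 and -1.80 in the vehicle columns, as mean log2 deviations from the gene means. Acinar cell genes were -1.38, 2.62 and 0.33 and 0.73, -0.89 and -1.42, so 1 DRP-104 column lay above every vehicle column. Cultured cells reach a mean of 10 for 0 of 9 islet and 2 of 20 acinar genes. Pancreas tissue beside the tumor could carry both, and differences in dissection and an effect of DRP-104 cannot be told apart with 3 columns per group. Without DRP-104 column 2 the acinar score was 0.93 (adjusted permutation p = 0.746, with 0.00275 to 0.936 over the alternatives).

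Mitochondrially encoded genes were lower on DRP-104 in the FPKM table, and 1 column may decide it. DRP-104 column 1 had a mean deviation of -2.07, while the other 5 columns had 0.25 to 0.57. Without it the score was -0.78 (adjusted permutation p = 0.907). The lowest adjusted p-value of the alternatives, 0.000142, is that of camera with its preset correlation on the normalized counts, where the set was higher (1.495), and the limma ranking of the normalized counts also called it higher (2.04). That rise also leans on 1 library, since the list mean was 1.09 in DRP-104 tumor 1, while DRP-104 tumors 2 (-0.12) and 3 (-0.05) lay below vehicle tumor 1 (0.035).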
